# Balancing inflammatory signaling in hematopoiesis: roles of MIRC11 and miR-146a

**DOI:** 10.3389/fimmu.2026.1828453

**Published:** 2026-07-08

**Authors:** Austin C. Boucher, Thomas J. Payne, Kirthi Pulakanti, Sridhar Rao, Richard Dahl

**Keywords:** hematopoietic stem cell, inflammation, macrophage, microRNA, mir-146a, MIRC11

## Abstract

**Introduction:**

Inflammatory signaling regulates hematopoietic stem and progenitor cell (HSPC) function, but mechanisms that maintain inflammatory signaling within a physiological range remain incompletely understood. MicroRNAs (miRNAs) are important regulators of immune signaling pathways. In this report we hypothesized that MIRC11 miRNAs (miR-23a, miR-24-2, and miR-27a) and miR-146a which oppositely regulate NF-κB activity, function to fine-tune inflammatory responses in hematopoietic cells.

**Methods:**

Inflammatory gene expression in *mmu-Mirc11^-/-^* HSPCs was analyzed by RNA sequencing. To examine functional interactions between mmu-MIRC11 and mmu-miR-146a miRNAs *in vivo*, we generated *Mirc11^-/-^Mir146a^-/-^* double knockout mice. Hematopoietic populations were characterized by flow cytometry, and inflammatory responses were assessed in bone marrow–derived macrophages following Toll-like receptor (TLR) stimulation.

**Results:**

RNA sequencing revealed reduced activation of inflammatory pathways including interferon, TNF, IL-6, and TLR signaling in mmu-MIRC11-deficient HSPCs. Double knockout mice were viable and exhibited modest changes in the lineage skewing observed in *Mirc11^-/-^* mice but did not rescue the progressive bone marrow failure associated with mmu-miR-146a deficiency. In macrophages, combined loss of mmu-MIRC11 and mmu-miR-146a produced gene-specific effects on inflammatory responses, frequently enhancing cytokine expression compared with single mutants.

**Discussion:**

These findings demonstrate that MIRC11 promotes inflammatory signaling in hematopoietic cells and that interactions between MIRC11 and miR-146a regulate inflammatory gene expression in a context-dependent manner. Together, these results highlight the complexity of miRNA-mediated control of immune signaling and suggest that coordinated manipulation of miRNA pathways may enable selective modulation of inflammatory responses.

## 1 Introduction

Hematopoietic stem cells (HSCs) sustain lifelong blood production through tightly regulated processes of quiescence, self-renewal, and differentiation (1). These processes are highly responsive to inflammatory signals generated during infection, tissue damage, and immune activation (2, 3). Cytokines and pattern-recognition receptor pathways—including Toll-like receptor (TLR), interferon (IFN), tumor necrosis factor (TNF), and interleukin-1 (IL-1) signaling—can directly influence HSC activity and lineage specific differentiation (4–9). During acute inflammatory responses, HSCs shift from a predominantly quiescent state toward proliferation and differentiation, particularly toward myeloid lineages that support innate immune defense. However, prolonged or dysregulated inflammatory signaling can disrupt hematopoietic homeostasis and contribute to pathological conditions including bone marrow failure (BMF), myelodysplastic syndrome (MDS), and acute myeloid leukemia (AML) (10).

Despite the pathogenic effects of excessive inflammation, basal inflammatory signaling is also required for normal hematopoiesis (11). Low-level activation of inflammatory pathways contributes to steady-state HSC proliferation and lineage output. For example, interferon signaling promotes HSC proliferation under homeostatic conditions, and microbiota-derived signals that activate TLR pathways support granulopoiesis in the bone marrow (4, 12). Genetic models affecting components of the NF-κB signaling pathway further demonstrate that moderate inflammatory signaling is necessary for maintaining HSC function and hematopoietic homeostasis (11, 13–17). Together, these findings highlight the importance of maintaining inflammatory signaling within a narrow physiological range. However, the molecular mechanisms that regulate this balance in hematopoietic stem and progenitor cells (HSPCs) remain incompletely defined.

MicroRNAs (miRNAs) are short non-coding RNAs that regulate gene expression post-transcriptionally and play important roles in controlling immune and inflammatory signaling networks (18). Several miRNAs are observed to both regulate inflammatory signaling and HSC development (19). Pro-inflammatory miRNAs (20–23) as well as anti-inflammatory miRNAs (24–27) are critical for proper HSC homeostasis. In addition to their roles in stem and progenitor cells, miRNAs also regulate the functional responses of mature immune cells such as macrophages. Macrophage activation and polarization are accompanied by dynamic changes in miRNA expression profiles, with distinct miRNAs contributing to the regulation of pro-inflammatory and anti-inflammatory gene programs (28–30).

Previously we reported that paralog miRNA cluster genes *mmu*-*Mirc11* (codes for miRNAs mmu-miR-23a, -27a, and -24-2) and *mmu*-*Mirc22* (codes for mmu-miR-23b, -27b and -24-1) are required for the maintenance of bone marrow HSCs (31). Exogenous expression of mmu-MIRC11 in murine hematopoietic progenitors promotes monocyte and granulocyte differentiation (32). In contrast, *Mirc11^-/-^* mice exhibit increased bone marrow production of B cells and their progenitors accompanied by a corresponding decrease in CD11b+ myeloid cells and their progenitors (33). The mmu-MIRC11 induced myeloid skewing phenocopies what is observed with activated inflammatory signaling in HSPCs (3). A key mediator of inflammatory myeloid skewing at the expense of lymphopoiesis is sustained activation of the transcription factor NF-κB (34). MIRC11 miRNAs target negative regulators of NF-κB (35–37).

In contrast, miR-146a functions as a well-characterized negative regulator of inflammatory signaling. MiR-146a is induced in response to inflammatory stimuli and acts as a feedback inhibitor of NF-κB signaling by targeting key signaling intermediates such as TRAF6 (38). Mice lacking mmu-miR-146a develop chronic inflammation and progressive hematopoietic abnormalities, including myeloproliferative disorders and bone marrow failure (39, 40). These phenotypes are associated with enhanced inflammatory signaling in hematopoietic progenitors and dysregulation of immune pathways.

In this study, we investigated the interaction between mmu-MIRC11 miRNAs and mmu-miR-146a in the regulation of inflammatory signaling and hematopoiesis. RNA-sequencing analysis of Mirc11-deficient murine hematopoietic stem and progenitor cells revealed reduced activation of inflammatory pathways, including interferon, TNF, and TLR signaling networks. MIRC11 miRNAs and miR-146a represent potentially opposing regulators of NF-κB and inflammatory signaling. MIRC11 promotes myeloid differentiation and can support sustained activation of NF-κB and promotes inflammatory responses, whereas miR-146a acts as a negative feedback regulator of NF-κB signaling to limit inflammation. To determine whether the products of these miRNA genes functionally interact *in vivo*, we generated *Mirc11^-/-^Mir146a^-/-^* double-knockout mice and examined their hematopoietic phenotypes. In addition, we analyzed Toll-like receptor/NF-κB–mediated inflammatory responses in bone marrow–derived macrophages from single and double mutant mice. These experiments were designed to determine whether MIRC11 and miR-146a cooperate to fine-tune inflammatory signaling in hematopoietic cells and thereby regulate hematopoietic homeostasis and immune responses.

## 2 Materials and methods

### 2.1 Animals

*Mirc11^-/-^* mice (B6.Cg-Mirc11tm1Rdhl/J) were previously generated by our laboratory (33). *Mir146a^-/-^* (B6.Cg-Mir146tm1.1Bal/J) were obtained from Jackson Laboratory (Bar Harbor, ME) (39). Both strains were on a C57BL/6J background. Double knockout mice were generated through interbreeding the mutant strains in the Freimann Life Science Center (University of Notre Dame). Mice were genotyped by Transnetyx (Memphis, TN). Mice were euthanized in an Euthanex (E-Z Systems Corporation, Palmer, PA, USA) automated induction chamber using CO_2_ gas. The chamber was filled with ~100% CO2 at a displacement rate of ~50% of the chamber volume per minute, in accordance with the AVMA Guidelines for the Euthanasia of Animals. The Euthanex was programmed for a 7-minute fill time, 5-minute dwell time and a 2-minute exhaust. After the completion of the cycle death was confirmed via cervical dislocation. Femurs and tibias were isolated as a source of bone marrow for flow cytometric analysis and for preparation of bone marrow derived macrophages. The use of mice in these experiments was approved by the Indiana University School of Medicine and University of Notre Dame IACUCs (Protocols 19-09–5543 and 22-07-7328 (RD)).

### 2.2 RNA sequencing

Hematopoietic stem and progenitor cells (Lin-Sca-1+c-Kit+) were sorted from bone marrow on a FacsAria III (BD Biosciences, Franklin Lakes, NJ). ACK lysed bone marrow was incubated with biotin labeled Lineage cocktail antibodies (B220, CD11b, CD3ε, GR1, Terr119), Streptavidin-APCcy7, Sca1-FITC, c-Kit-APC. Sca1 and c-Kit antibodies were obtained from BioLegend (San Diego, CA). For each genotype (wildtype and *Mirc11^-/-^*) 3 separate RNA preps were prepared and used to build sequencing libraries. Each RNA preparation was prepared from sorted cells acquired from bone marrow isolated from 3 to 4 mice. Cells were subsequently lysed in TRIzol reagent (Thermo Fisher Scientific, Pittsburg, PA) and RNA was isolated using Qiagen miRNeasy kit (Qiagen, Valencia, CA) following manufacturer protocol. RNA-seq libraries were prepared at the University of Notre Dame Genomics and Bioinformatics Core Facility and sequenced on an Illumina NextSeq 500 as described previously (**Supplementary Methods**) (41). Pathway analysis and upstream regulator analysis was performed using Ingenuity pathway analysis (IPA, QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis), Biojupies (https://biojupies.cloud/), and Broad Institute Gene Set Enrichment Analysis (GSEA) software (http://software.broadinstitute.org/gsea/index.jsp).

### 2.3 Tissue culture

For co-culture of mouse HSPCs with OP9 (ATCC, Manassas, VA) cells, nucleated cells from the femur and tibia of 8-week-old mice were lineage depleted with a MACS lineage cell separation kit according to manufacturer’s instructions (Miltenyi Biotec, Auburn, CA, USA). Lineage depleted cells were cultured on 40,000 OP9 stromal cells (plated 24h before co-culture) in Iscove’s Modified Dulbecco’s Media (IMDM) supplemented with 10% defined FBS (fetal bovine serum, SeraPrime, Ft. Collins, CO), 55mM β-mercaptoethanol (BME), 50 U/ml penicillin, 50mg/mL streptomycin, 0.1mM Glutamax, 5ng/mL Flt3L, and 1ng/mL IL-7. Recombinant mouse cytokines were obtained from BioLegend (San Diego, CA, USA). Cells were transferred onto fresh OP9 cells every 3 days. To evaluate myeloid and B cell differentiation, cells were analyzed after 15 days of culture with CD19-APC and CD11b-APC/cy7 antibodies (BioLegend, San Diego, CA, USA).

For *in vitro* macrophage experiments bone marrow derived macrophages (BMDM) were prepared from bone marrow isolated from wildtype, *Mirc11^-/-^*, *Mir146a^-/-^* and *Mirc11^-/-^Mir146a^-/-^* C57BL/6 mice. Briefly, bone marrow was flushed from femurs and tibias of individual mice with sterile phosphate buffered saline pH 7.4 (PBS). Red blood cells were lysed using ACK lysis buffer (150mM NH4Cl, 10mM KHCO3, 0.1mM EDTA in PBS). After ACK lysis, marrow was plated on 10cm tissue culture plates in Dulbecco’s Modified Eagles Media (DMEM, Sigma-Aldrich, St. Louis, MO), 10% FBS (SeraPrime, Ft. Collins, CO), 50 U/ml penicillin, and 50 ug/ml streptomycin. Unless stated otherwise, cell culture media additives were obtained from Thermo Fisher Scientific (Waltham, MA). Cells were incubated at 37°C/5% CO2 for 4h. After incubation, non-adherent cells were pelleted and resuspended in DMEM, 10%FBS, 15% L929 conditioned media, 10mM HEPES buffer, and 50 U/ml penicillin, and 50 ug/ml streptomycin and plated for 7d at 37°C/5% CO2. After 7 days, macrophages were detached using TrypLE (Thermo Fisher Scientific, Waltham, MA), counted and plated at 1x10^6^ cells/ml overnight. The following day, macrophages were stimulated with either 100 ng/ml lipopolysaccharide (LPS derived from Pseudomonas aeruginosa, Sigma-Aldrich, St. Louis, MO, L8643), 50ng/ml Polyinosinic–polycytidylic (pIpC, Sigma-Aldrich, St. Louis, MO, P9582) or 100ng/ml Pam3CSK4 (InvivoGen, San Diego, CA) for indicated times.

Hematopoietic colony assays were performed as described previously with minor modifications (42, 43). Briefly, bone marrow cells were isolated from tibias and femurs of 8-week old mice. Mature erythroid cells were removed by ammonium chloride lysis. For hematopoietic colony assays 1.0 X 10^4^ nucleated bone marrow cells were plated into methylcellulose medium containing hematopoietic cytokines (Methocult GF 3434, Stem Cell Technologies, Vancouver). Colonies were counted and scored for colony type after 7 days of incubation at 37°C in 5% CO_2_ using an Olympus inverted microscope. Scoring for colony types erythroid (Burst Forming Unit-Erythroid (BFU-E), Colony Forming Unit-Erythroid (CFU-E)) and myeloid colonies (Colony Forming Unit-Granulocyte (CFU-G), Colony Forming Unit-Monocyte (CFU-M) was done by evaluating colony morphology (44, 45).

### 2.4 Reverse transcriptase -quantitative PCR

Total RNA from bone marrow derived macrophages was isolated using TRIzol reagent (Thermo Fisher Scientific, Waltham, MA), according to manufacturer’s protocol. RNA was reversed transcribed to cDNA using the High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific, Waltham, MA). qPCR was performed using gene specific fluorescent probe assays, for both miRNAs and mRNAs on a CFX96 C1000 system (Bio-Rad Laboratories, Hercules, CA, USA). Relative gene expression was calculated using the comparative threshold cycle method. MiRNA expression was normalized to Sno202 snRNA expression. mRNA expression normalized to *B2m* or *Gapdh*. miRNA cDNA primers (5x) and qPCR primers (20x) were ordered from Thermo Fisher Scientific. All other primers for qPCR were ordered from IDT (Coralville, Iowa). Unless noted otherwise all RT-qPCR analysis was performed with 3 or more experimental replicates and 3 technical replicates.

### 2.5 Flow cytometry

Bone marrow cells were collected from the femurs and tibias of mice at the indicated ages. Mature erythroid cells were removed by ammonium chloride lysis. Nucleated bone marrow cells were stained to characterize B cell (CD19/B220), myeloid (CD11b), erythroid (Terr119), MEP (Lin-, Sca1-, cKit+, CD34-, FcγRIII/II-), CMP (Lin-, Sca1-, cKit+, CD34+, FcγRIII/II-), GMP (Lin-, Sca1-, cKit+, CD34+, FcγRIII/II+), and LSK (Lin-, Sca1+, cKit+) cell populations. Unless stated otherwise, all antibodies were obtained from BioLegend (San Diego, CA, USA). Prior to staining cells were incubated with mouse TruStain FcX (BioLegend). Single cell suspensions were incubated with the following combinations of antibodies: Mature cells- TER-119-FITC, B220 (RA3-6B2)-allophycocyanin (APC), CD11b (M1-70)-allophycocyanin-Cy7 (APC/Cy7), Myeloid progenitor (MEP, CMP, GMP) CD34LSK – Sca1 (D7)- lineage cocktail (CD11b (RM 2801), B220 (RA3-6B2), CD19 (6D5), GR1 (RB6-8C5), Terr119 (Ter-119) CD3e (145-2c11))-biotin, TR-streptavidin, cKit (2B8)-APC/cy7. Stained cells were subsequently assessed using Beckman Coulter FC500 Flow Cytometer (Brea, CA, USA) or Cytek Northern Lights Spectral Flow Cytometer (Fremont, CA, USA) and data was analyzed using FlowJo software (Tree Star, Ashland, OR, USA). Dead cells were removed from analysis by the FSC/SSC gating and/or exclusion of propidium iodide (Sigma-Aldrich, St. Louis, MO, USA) or Zombie Aqua positive cells (BioLegend, San Diego, CA. USA). Basis of gates was determined with the use of fluorescence minus one (FMO) control when necessary. Results are presented as standard deviation of the mean (SD) for averages of each mouse genotype.

### 2.6 Statistical analysis

Statistical data is presented as +/- standard deviation of the mean. Differences between sample groups were determined by performing multiple comparison ANOVA analysis with PRISM software, version 10.0 (GraphPad Software, La Jolla, CA).

## 3 Results

### 3.1 RNA sequencing analysis of *Mirc11^-/-^* HSPCs

#### 3.1.1 Decreased inflammatory signaling observed in murine *Mirc11^-/-^* HSPCs

We previously reported that mice lacking MIRC11 had skewed bone marrow hematopoiesis with increased B cell populations and a commensurate decrease in myeloid populations which is in part due to misregulation of PI3 kinase (PI3K)/Akt signaling and BMP/Smad signaling (33, 46). To further investigate how mmu-MIRC11 miRNAs influence hematopoietic stem and progenitor cell (HSPC) differentiation and function, we performed RNA-seq analysis comparing gene expression between wildtype and *Mirc11^-/-^* HSPCs (Lin-Sca-1+c-Kit+ bone marrow cells). 

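HSPCs were sorted as Lin-Sca-1+c-Kit+ (LSK) cells, the part of the bone marrow that holds stem cells and multipotent progenitors and lacks the surface markers of mature blood cells. That gate is the one of the paper's text and methods, while the legend of Fig. 1 gives the sequenced cells as Lin-Sca1-cKit+. RNA-seq libraries were made from 3 wildtype and 3 *Mirc11-/-* RNA preparations, each of cells from 3 to 4 mice aged 6 to 8 weeks. The deposited table gives a value for 23999 entries named by mouse gene symbol in each of the 6 libraries. Each value is a whole number of reads divided by a size factor of its library, and is called a normalized count here. Reads in genes came to 15772826 to 16250826 per wildtype library (median 16129061) and 15029379 to 17051541 per *Mirc11-/-* library (median 15265923). The supplementary methods give the reads sequenced per sample, while the values used here rest on the reads assigned to genes. The 15662 genes with a mean normalized count of at least 1 were compared by limma on log2(value + 1), with Benjamini-Hochberg adjustment and a threshold of 0.05. Every log2 fold change is *Mirc11-/-* minus wildtype on that scale, which understates changes of genes with low counts. Gene lists were fixed before the data were examined, and 28 of them were compared with all other genes by camera of the limma package, at a preset correlation between genes of 0.01. For lists called with all 6 libraries, a second adjusted p uses a correlation estimated from the list itself, which takes in how its members vary together between libraries. The list that holds the deleted miRNA genes missed the threshold with it too (0.507). A value above the threshold in that test therefore does not exclude a change. An exact permutation test of 3 libraries against 3 cannot give a p under 0.1.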

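*Mirc11* encodes miR-23a, miR-27a and miR-24 in a single transcript, and reads on its 3 miRNA genes were found in wildtype HSPCs but in no *Mirc11-/-* library. RefSeq's annotation of GRCm38.p6 places Mir23a on chromosome 8 from 84208518 to 84208592, Mir27a from 84208672 to 84208758 and Mir24-2 from 84208815 to 84208921. The wildtype libraries together held 51, 54 and 73 reads on them and the *Mirc11-/-* libraries 0, at least 17.0-, 18.1- and 24.6-fold lower against a floor of 3 reads over the group. Mir3074-2 overlaps Mir24-2, from 84208825 to 84208907, and their reads cannot be told apart. It had 46 wildtype reads and 0 in the *Mirc11-/-* libraries, at least 15.5-fold lower. Over all genes 1 rose and 4 fell by limma. Tbc1d9, a member of the TBC domain family that acts on Rab GTPases, fell by 3.51 on the log2 scale (SE 0.29, adjusted p = 0.00605 by limma), from 190 ± 37.3 to 16.1 ± 5.24 (SD, n = 3 each). Mir23a, Slc16a11, a monocarboxylate transporter gene, and Mri1, an enzyme of methionine salvage, fell with an adjusted p of 0.0288 each by limma. The log2 fold changes were -1.47 (SE 0.16) for Slc16a11 and -0.93 (SE 0.10) for Mri1, whose count went from 823 ± 22.0 to 433 ± 35.1 (SD, n = 3 each). Tbc1d9, Mri1 and Mir23a lie on chromosome 8: Tbc1d9 from 83165352 to 83272940 and Mri1 from 84250576 to 84257324. Counted without a test, 1304 genes were higher and 1117 lower by 0.5 or more on the log2 scale. Many of these had low counts: with a mean normalized count of at least 5 there were 795 higher and 691 lower. At an unadjusted p under 0.05 there were 1290 genes, 650 higher and 640 lower, where 783 are expected by chance. The groups did not overlap for 12.9% of the genes, and chance gives 10%. Without wildtype library 1, 2 or 3 in turn, limma called 1 gene higher and 0 lower (1039, 658 and 1259 at an unadjusted p under 0.05). Without *Mirc11-/-* library 1 it called 5 and 9, without library 2 it called 1 and 1, and without library 3 it called 303 and 228. Mir27a, Mir24-2 and Mir3074-2 were among the 228. The first principal component placed *Mirc11-/-* library 3 at -19.5, among the wildtype libraries from -26.2 to -13.5. Libraries 1 and 2 of *Mirc11-/-* were at 54.6 and 25.5. At an unadjusted p under 0.05 there were 1147, 598 and 3136 genes without *Mirc11-/-* library 1, 2 and 3. DESeq2 on the recovered reads called 37 higher and 85 lower, limma without a trend 2 and 2, and limma with array weights, which gave *Mirc11-/-* library 2 a weight of 23.9, called 2868 and 2809. Without a trend the calls of Tbc1d9 (adjusted p = 0.0653 by limma), Mri1 (0.140) and Slc16a11 (0.155) ended, and that of Mir23a ended with a pseudocount of 0.1 (0.130), with a filter of 5 (0.0576) and with the erythroid markers as a covariate chosen after seeing the data (0.103).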

Ingenuity Pathway Analysis (IPA, Qiagen) of differentially expressed genes revealed decreased TNF and IL-6 inflammatory signaling in *Mirc11^-/-^* HSPCs (**Figure 1A**). This was further supported by IPA predicted reductions in upstream regulators associated with inflammatory pathways including TNF, IL-6 and IL-1β (**Table 1**). **Supplementary Table 1** shows fold changes between wildtype and *Mirc11^-/-^* murine HSPCs for genes that are downstream of TNF, IL-6 and IL-1β signaling. 

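Immediate-early genes, which cells switch on rapidly after stimulation and also during tissue handling, fell as a group in *Mirc11-/-* HSPCs. Of the 66 measured, 63 had a negative log2 fold change and the median was -0.67 (adjusted p = 3.46e-21 by camera, adjusted p = 0.507 with an estimated correlation). Fos, Jun and Fosb encode parts of the transcription factor AP-1, and the normalized count of Fos was 35224 ± 4550 in wildtype and 16336 ± 3990 in *Mirc11-/-* libraries (SD, n = 3 each). Their log2 fold changes were -1.13 (SE 0.18), -1.06 (SE 0.22) and -1.20 (SE 0.26). Egr1 had -1.10 (SE 0.30), Ier2 -0.81 (SE 0.15) and Rgs2 -0.67 (SE 0.13). Adjusted over the list alone, 39 of the 66 were lower and 0 higher by limma. Over all genes limma called 0 of them (41 lower and 0 higher at an unadjusted p under 0.05), edgeR 0 and DESeq2 27 lower. Without *Mirc11-/-* library 3 limma called Fos (adjusted p = 0.0107), Jun (0.00890), Fosb (0.0251), Ier2 (0.0119) and Rgs2 (0.00890) lower over all genes. That fit keeps *Mirc11-/-* libraries 1 and 2, whose erythroid markers were above every wildtype library. Its calls, here and elsewhere in this text, cannot separate the genotype from what moved those markers. With the replicate number as a block, which treats same-numbered libraries as pairs, limma called Fos, Jun, Fosb, Ier2 and Rgs2 lower too (adjusted p from 0.00790 to 0.0360). Of 59 components of TNF receptor signaling, 37 had a negative log2 fold change, and the list fell with a median of -0.04 (adjusted p = 0.0304 by camera, adjusted p = 0.507 with an estimated correlation). Adjusted over the list alone, 2 were lower, Fos and Jun, and over all genes limma called 0 (7 lower and 0 higher at an unadjusted p under 0.05), edgeR 0 and DESeq2 2. Map3k14, the kinase of the noncanonical NF-κB pathway, had a log2 fold change of -0.48 (SE 0.12, adjusted p = 0.431 by limma, 0.0242 without *Mirc11-/-* library 3). Tnfaip3, which encodes the NF-κB inhibitor A20, had -0.72 (SE 0.22), and Tnf had -0.71 (SE 0.24), with counts that overlapped between the groups for both genes. Of 78 genes of IL-6/JAK/STAT3 signaling, 49 had a negative log2 fold change and the list fell with a median of -0.07 (adjusted p = 0.0106 by camera, adjusted p = 0.507 with an estimated correlation). Adjusted over the list alone or over all genes, 0 passed by limma (3 higher and 10 lower at an unadjusted p under 0.05), edgeR called 0, and DESeq2 called 1 higher and 2 lower. Il18r1, a chain of the IL-18 receptor, had -0.95 (SE 0.24), the kinase gene Pim1 -0.46 (SE 0.12; adjusted p = 0.0113 by limma without *Mirc11-/-* library 3) and the chemokine receptor gene Ccr1 2.12 (SE 0.57; 1.36 without *Mirc11-/-* library 2). Il6 itself was near the floor, at 2.02 ± 2.69 normalized counts in wildtype and 4.01 ± 2.12 in *Mirc11-/-* libraries (SD, n = 3 each). Erythroid markers moved with the groups too: their median relative to the wildtype mean was 1.38, 1.32 and -0.14 in *Mirc11-/-* libraries 1, 2 and 3. The IL-6 list lost its call without wildtype library 3 (adjusted p = 0.184 by camera), without *Mirc11-/-* library 2 (0.0924) and with the erythroid markers as a covariate (0.190), an alternative chosen after seeing the data. The TNF receptor list lost it without wildtype library 3 (adjusted p = 0.252 by camera), *Mirc11-/-* library 2 (0.0970) or 3 (0.0695) and with that covariate (0.368).

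**Figure D1:**
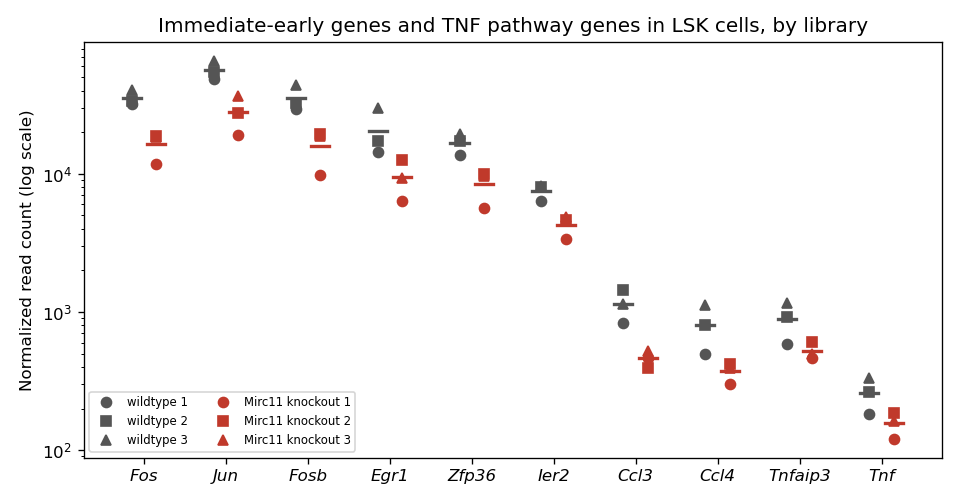
Normalized read counts of 10 genes in each LSK library, on a log scale. Markers stand for libraries 1, 2 and 3 of wildtype (gray) and *Mirc11-/-* (red) HSPCs, and bars for the mean of 3 libraries. For Fos, Jun, Fosb, Egr1, Zfp36, Ier2, Ccl3 and Ccl4 every wildtype library lies above every *Mirc11-/-* library, and for Tnfaip3 and Tnf the groups overlap.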

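The genes downstream of IL-1β in Table S1 fell together, while those downstream of TNF and IL-6 held members that were higher as well as lower in *Mirc11-/-* HSPCs. Of the 26 IL-1β genes measured, 24 had a negative log2 fold change, with a median of -0.78 (adjusted p = 1.01e-15 by camera). Of the 109 TNF genes, 66 were negative and 43 positive (median -0.59, mean -0.09, adjusted p = 1.02e-04 by camera), and of the 48 IL-6 genes, 29 and 19 (median -0.60, mean -0.12, adjusted p = 0.00107 by camera). The members lie on both sides of 0 with few near it, so that these medians say little about the lists as a whole, and an exact permutation test of each list's mean per library gave p = 0.5 for both. The adjusted p with an estimated correlation was 0.203 for each of the 3 lists. The study chose these genes on the same samples, so neither their direction nor their p values are independent evidence. Among the genes at the top of the table, the stress-induced transcription factor Atf3 had a log2 fold change of -2.46 (SE 0.77) with counts that overlapped between the groups. Klf6, another transcription factor gene, had -1.29 (SE 0.27), Nfkbiz, which encodes an atypical IκB protein, -1.14 (SE 0.32), and Dusp1, a phosphatase of MAP kinases, -1.03 (SE 0.23). Zfp36, whose protein destabilizes cytokine mRNAs, had -1.03 (SE 0.21). Without *Mirc11-/-* library 3 limma called Klf6, Dusp1 and Zfp36 lower and Mmp8 and Optn higher over all genes (adjusted p = 0.0430, 0.0412, 0.0232, 0.0403 and 0.0204). Other genes of the table were higher in *Mirc11-/-* HSPCs here. The table itself gives Mmp9 (-1.56) and Mmp8 (-1.18) as lower, and Lcn2 and Optn as higher. Of the 110 measured genes that it gives as lower, 41 were higher here. Mmp9, a protease gene of neutrophils, was at 23.1 ± 13.5 normalized counts in wildtype and 68.2 ± 15.7 in *Mirc11-/-* libraries (SD, n = 3 each), a log2 fold change of 1.64 (SE 0.39, adjusted p = 0.419 by limma), and Mmp8 had 1.32 (SE 0.40, adjusted p = 0.459 by limma). Lcn2 had 0.82 (SE 0.34; 0.50 without *Mirc11-/-* library 2) and Optn, an adaptor of NF-κB signaling and autophagy, 0.50 (SE 0.22; 0.33 without *Mirc11-/-* library 2 and 0.77 without 3). Il1b was expressed at 9.02 ± 6.11 normalized counts in wildtype and 11.1 ± 8.44 in *Mirc11-/-* libraries (SD, n = 3 each), a log2 fold change of 0.20 (SE 0.71) that turned to -0.36 without wildtype library 2 and -0.35 without *Mirc11-/-* library 1. Of the table's 120 genes, 113 were tested and 1, Tbc1d9, passed over all genes by limma and by edgeR, while DESeq2 called 34 lower and 5 higher. Tbc1d9 lies 0.99 Mb from *Mirc11*, in the region of chromosome 8 where genes with a p under 0.01 by limma were more frequent. Its fall may therefore belong to that region rather than to a response to IL-6. Adjusted over the list alone, 63 TNF genes were lower and 30 higher, 27 IL-6 genes lower and 13 higher, and 23 IL-1β genes lower and 1 higher. The choice of the genes on the same samples favors small p values, so no conclusion is drawn from these counts. Immediate-early genes made up 34 of the table's genes, and without those the 75 TNF genes left had a median of 0.53 (adjusted p = 0.577 by camera), the 35 IL-6 genes 0.51 (adjusted p = 0.854, with a test direction below 0) and the 10 IL-1β genes -0.72 (adjusted p = 2.62e-04, adjusted p = 0.250 with an estimated correlation). Without *Mirc11-/-* library 3 the adjusted p of the TNF and IL-6 genes was 0.0647 each by camera, and with array weights 0.0591 and 0.117. Erythroid markers were also higher in *Mirc11-/-* libraries 1 and 2 than in every wildtype library.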

In agreement with the IPA analysis, gene set enrichment analysis (GSEA) (47) identified downregulation of TNF, IFNα β γ and IL-6 signaling (**Figure 1B**). These results reinforce a common function for MIRC11 regulation of inflammatory signaling in hematopoietic cells.

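Genes induced by TNF and by interferons had lower levels as groups in *Mirc11-/-* HSPCs, by small amounts per gene. Of 188 TNF/NF-κB response genes, 130 had a negative log2 fold change, and the list fell with a median of -0.17 (adjusted p = 4.88e-08 by camera). Of 99 interferon-α response genes, 81 were negative (median -0.19, adjusted p = 3.29e-10 by camera), and of 196 interferon-γ response genes, 142 (median -0.15, adjusted p = 3.26e-07 by camera). The adjusted p with an estimated correlation was 0.507 for each of these lists. Ifitm3, an antiviral membrane protein gene induced by both kinds of interferon, had a count of 2161 ± 86.5 in wildtype and 1594 ± 134 in *Mirc11-/-* libraries (SD, n = 3 each), a log2 fold change of -0.44 (SE 0.09, adjusted p = 0.365 by limma). Usp18, which removes the ubiquitin-like protein ISG15, had -0.67 (SE 0.18) and the cytokine gene Il15 -0.79 (SE 0.19). Il15 lies 1.84 Mb from *Mirc11*, in a region of chromosome 8 where genes with a p under 0.01 by limma were more frequent. Selp, the gene of P-selectin, had -1.20 (SE 0.24) and Cd69, a marker of cell activation, -1.01 (SE 0.23). Without *Mirc11-/-* library 3 limma called Ifitm3 (adjusted p = 0.0137), Il15 (0.0319) and Selp (0.0412) lower over all genes. Adjusted over the list alone, 30 TNF/NF-κB genes were lower and 0 higher by limma, and 0 genes of either interferon list passed. Over all genes limma called 0 members of each list. At an unadjusted p under 0.05 there were 49 lower and 2 higher among the TNF/NF-κB genes, 22 and 0 among the interferon-α and 38 and 1 among the interferon-γ genes. Among the same lists edgeR called 0 genes and DESeq2 24, 3 and 5 lower and 0 higher. The TNF/NF-κB list shares 42 members with the immediate-early genes, and the 146 left had a median of -0.11 (adjusted p = 0.00284 by camera, adjusted p = 0.507 with an estimated correlation). The 116 interferon-γ genes outside the interferon-α list had -0.09 (adjusted p = 0.00241 by camera, 0.405 with an estimated correlation), and the 63 IL-6/JAK/STAT3 genes outside the TNF/NF-κB list -0.05 (adjusted p = 0.0413 by camera, 0.507 with an estimated correlation). Preranked GSEA on the signal-to-noise ratio gave normalized enrichment scores of -2.55 for the TNF/NF-κB, -2.43 for the interferon-α, -2.30 for the interferon-γ and -1.78 for the IL-6/JAK/STAT3 list, negative for lower in *Mirc11-/-*. These lists are not the MSigDB Hallmark sets of Fig. 1B, which were not used here. Per library, an exact two-sided permutation test of the list's mean gave p = 0.2 for the TNF/NF-κB and interferon-α lists and p = 0.1 for the interferon-γ list. The medians of *Mirc11-/-* library 3 overlap with wildtype for all 3 lists. Erythroid markers moved with these lists: they were higher in *Mirc11-/-* libraries 1 and 2, where the interferon-α medians were -0.30 and -0.23, and near wildtype in library 3, where it was -0.07. The rotation test fry, which asks whether a list moves one way on balance, gave adjusted p values of 0.448, 0.303 and 0.252 for the 3 lists. The paper states that its results reinforce a role shared across hematopoietic cells, in which MIRC11 regulates inflammatory signaling.

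**Figure D2:**
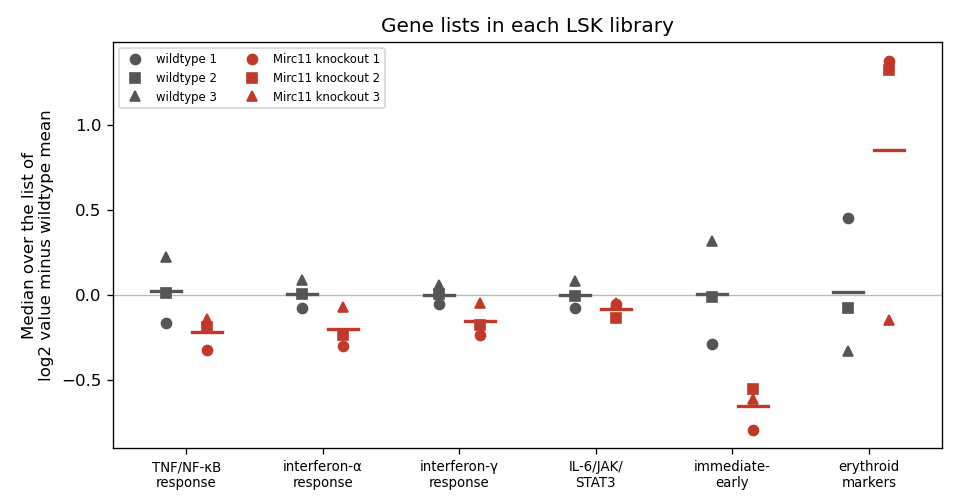
Median over each gene list of the log2 value minus the wildtype mean, for each LSK library. Markers stand for libraries 1, 2 and 3 of wildtype (gray) and *Mirc11-/-* (red) HSPCs, and bars for the mean of 3 libraries. The TNF/NF-κB medians of the *Mirc11-/-* libraries, -0.32, -0.19 and -0.14, overlap with that of wildtype library 1 at -0.17. For both interferon lists the median of *Mirc11-/-* library 3 lies above that of wildtype library 1, and the erythroid markers of *Mirc11-/-* library 3 lie among the wildtype libraries.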

**Figure 1:**
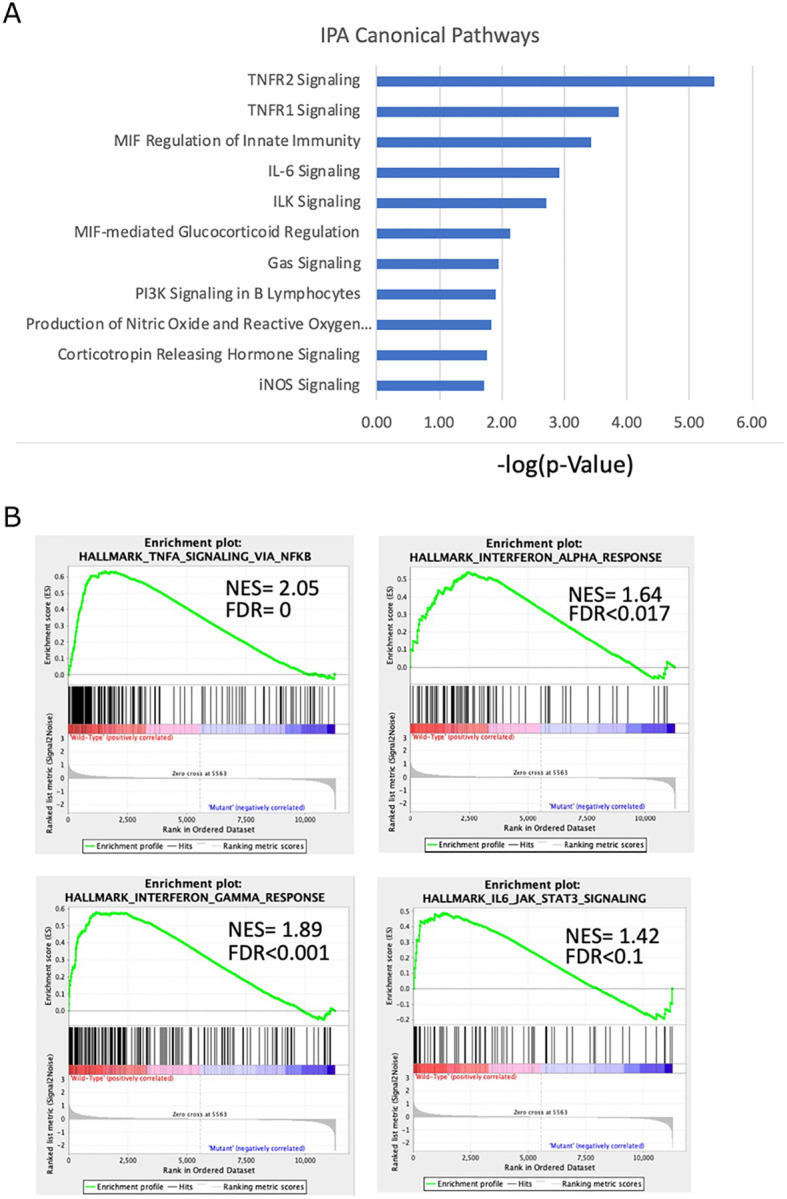
RNA-seq analysis of RNA isolated from bone marrow HSPCs reveals that *Mirc11* loss downregulates inflammatory signaling. RNA was isolated from wildtype (n=3) and *Mirc11^-/-^* (n=3) bone marrow murine HSPCs (Lin-Sca1-cKit+) and subjected to RNA-seq analysis. **(A)** Differentially expressed genes were used to identify canonical pathways affected by loss of *Mirc11* using Ingenuity Pathway Analysis (IPA, Qiagen) software. **(B)** Gene Set Enrichment Analysis (GSEA) plots of wildtype vs. *mmu*-*Mirc11^-/-^* HSPC gene expression interrogating the Molecular Signatures Database (MSigDB) Hallmark GeneSet.

**Table 1:** Upstream inflammatory pathways/molecules are downregulated in *Mirc11^-/-^* HSPCs (ingenuity pathway analysis).

Upstream regulator	Molecule type	z-score	p-value
lipopolysaccharide	chemical drug	-3.727	1.78E-18
TNF	cytokine	-2.479	1.96E-16
IL1B	cytokine	-2.805	5.05E-14
PDGF BB	complex	-3.445	1.79E-13
CREB1	transcription regulator	-3.936	6.34E-11
IL6	cytokine	-2.808	3.38E-10
forskolin	chemical toxicant	-3.193	9.03E-10
IFNG	cytokine	-4.002	4.30E-09
P38 MAPK	group	-2.897	1.20E-08
TLR9	transmembrane receptor	-2.471	4.48E-08
TLR3	transmembrane receptor	-3.164	5.73E-08
IFNAR1	transmembrane receptor	-2.18	7.49E-07
NFKBIA	transcription regulator	-2.1	1.44E-06
STAT1	transcription regulator	-2.399	2.45E-06
IRF3	transcription regulator	-2.635	7.04E-06
IFN Beta	group	-3.082	7.76E-06
PKA	complex	-2.049	1.25E-05
IFNB1	cytokine	-2.65	1.78E-05
Jnk	group	-2.124	1.87E-05
RELA	transcription regulator	-2.614	1.96E-05
Ifnar	group	-2.593	2.06E-05
NFkB (complex)	complex	-2.438	5.56E-05
Creb	group	-2.363	1.72E-04
IFNA2	cytokine	-2.579	6.18E-04

#### 3.1.2 Comparison of gene expression in murine *Mirc11^-/-^ and Mir146a^-/-^* hematopoietic progenitors

*Mirc11^-/-^* murine HSPC gene expression inversely contrasts with the phenotype of *mmu-MiR146^-/-^* HSPCs, which have increased inflammatory signaling (26, 39). *Mir146a^-/-^* mice have low grade chronic inflammation and with age acquire myeloproliferative disorders, myeloid malignancies, and/or bone marrow failure. As opposed to the B lymphopoiesis at the expense of myelopoiesis observed in *Mirc11^-/-^* mice, *Mir146a^-/-^* bone marrow hematopoiesis skews toward myelopoiesis (39). Interestingly, activation of p65/NF-κB by bacterial lipopolysaccharide (LPS) exerts opposing effects on miRNA expression, up-regulating *Mir146a* while repressing *Mirc11* (35, 48, 49). Comparing RNA-seq data of *Mir146a^-/-^* [GSE87453] (50) and *Mirc11^-/-^* [GSE160215] (41) murine hematopoietic progenitors revealed opposing effects on inflammatory gene signatures. Pathway analysis revealed that *Mirc11^-/-^* has the opposite effect on TLR and Interferon signaling compared to *Mir146a^-/-^* (**Table 2**) (50).

**Table 2:** MIRC11 and miR-146a oppositely regulate inflammatory pathways in myeloid progenitor cells.

Gene set library	Pathway	z-score Mirc11-/-	-log(p-val) Mirc11-/-	z-score Mir146a-/-	-log(p-val) Mir146a-/-
Ingenuity Canonical Pathways	IL-8 Signaling	-2.12	1.64	2.14	2.02
Ingenuity Canonical Pathways	TREM1 Signaling	-1.34	1.69	1.67	2.98
KEGG Pathways	Sphingolipid metabolism Homo sapiens hsa00600	-1.01	2.97	5.11	2.97
KEGG Pathways	Toll-like receptor signaling pathway Homo sapiens hsa04620	-1.55	4.16	3.40	2.86
KEGG Pathways	NF-kappa B signaling pathway Homo sapiens hsa04064	-1.60	4.69	3.44	2.64
Reactome Pathways	Interferon alpha/beta signaling_Homo sapiens_R-HSA-909733	-0.40	1.56	2.86	3.36
Reactome Pathways	Interferon gamma signaling_Homo sapiens_R-HSA-877300	-0.50	1.54	3.44	2.64
Reactome Pathways	Interferon Signaling_Homo sapiens_R-HSA-913531	-1.19	1.98	3.53	2.15
WikiPathways	Toll-like Receptor Signaling Pathway_Homo sapiens_WP75	-1.98	4.31	3.53	2.98
WikiPathways	Type II interferon signaling (IFNG)_Mus musculus_WP1253	-1.33	3.91	6.25	2.96
WikiPathways	Type II interferon signaling (IFNG)_Homo sapiens_WP619	-0.61	2.67	5.41	2.67
WikiPathways	Regulation of toll-like receptor signaling pathway Homo sapiens_WP1449	-2.10	4.91	2.55	2.04

### 3.2 Characterization of bone marrow hematopoiesis in mice lacking both MIRC11 and miR-146a

#### 3.2.1 *Mir146a* deletion does not significantly affect *Mirc11^-/-^* myelopoiesis in young mice

Given the opposing roles of mmu-MIRC11 and mmu-miR-146a on hematopoietic inflammatory signaling, we crossed *Mirc11^-/-^* and *MiR146a^-/-^* mice to determine the extent to which they oppose each other’s function. Double knockout mice were viable and fertile. We examined bone marrow hematopoiesis in wildtype, *Mirc11^-/-^, Mir146a^-/-^ and Mirc11^-/-^Mir146a^-/-^* mice starting at 8 weeks up to 12 months of age. Consistent with prior findings, we observed a significant decrease in the percentage of bone marrow granulocyte-monocyte progenitors (GMPs) between wildtype and *Mirc11^-/-^* mice at 8 weeks of age (**Figure 2A**; **Supplementary Figure 1A**) (33). The same trend was seen in total numbers of GMPs though this was not statistically significant (**Figure 2B**). In contrast there was no significant difference in the bone marrow percentage of GMPs between wildtype and *Mirc11^-/-^Mir146a^-/-^* mice. However, although on average the percentage of bone marrow GMPs was increased in double knockout mice compared to *Mirc11^-/-^*, it did not rise to a level of significance. To determine if compound loss of these miRNAs impacted myeloid and lymphoid differentiation, we performed OP9 co-culture assays with Lin-Sca1+cKit+ (LSK) HSPCs. We observed significantly increased B lymphopoiesis (CD19+ cells) and decreased myelopoiesis (CD11b+ cells) in *Mirc11^-/-^* cultures compared to wildtype (**Figure 2C**, **Supplementary Figure 1B**). *Mirc11^-/-^Mir146a^-/-^* cells had significant increases in CD19+ and decreases in CD11b+ populations compared to wildtype however the differences on average were not as substantial as between wildtype and the single *Mirc11* mutant cells. However, despite the trend, there was not a significant difference in the CD19+ and CD11b populations comparing *Mirc11^-/-^* and *Mirc11^-/-^Mir146a^-/-^* cultures. Examination of hematopoiesis in 8-week-old mice did not reveal any significant rescue of the previous described hematopoietic alterations observed in *Mirc11^-/-^* mice when *Mir146a* is deleted. However, on average we did observe that the percentage of myeloid cells increased in double knockout mice compared to *Mirc11^-/-^* so a modifying effect of miR-146a loss cannot be completely ruled out.

**Figure 2:**
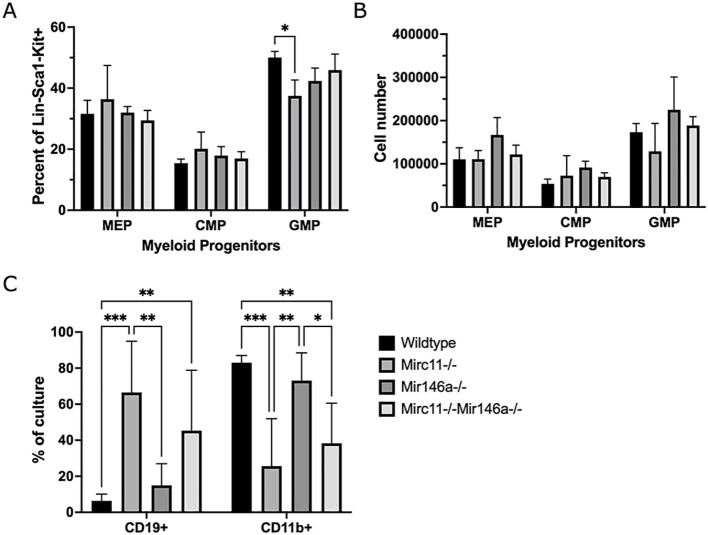
Analysis of hematopoiesis in young wildtype, *Mirc11^-/-^*, *Mir146a^-/-^* and double knockout mice. Nucleated bone marrow cells collected from 8-week-old mice were analyzed by flow cytometry for expression of cell surface markers or used for HSPC differentiation on OP9 stromal cells. **(A, B)** Myeloid progenitor populations were identified in the bone marrow by flow cytometry. The percent **(A)** of Lin-Sca1-cKit+ and the total number **(B)** of progenitor is shown **(C)** Lineage-negative (Lin-) progenitors were cultured on OP9 cells in the presence of Flt3L and IL-7 for 15 days. Differentiation to the myeloid or B-cell lineages was evaluated by cell surface of expression of CD11b and B220 (representative plots shown). Results are averages of 4–6 independent cultures for each genotype. Bone marrow obtained from a single mouse was used for each culture. Error bars denote standard deviation. *(p<0.05), **(p<0.01), ***(p<0.001), ****(p<0.0001).

#### 3.2.2 *Mirc11* loss does not rescue *Mir146a^-/-^* bone marrow failure

Examining the *Mirc11*/*Mir146a* mutant mice as they aged, we observed decreased bone marrow cellularity in *Mir146a^-/-^* and *Mirc11^-/-^Mir146a^-/-^* mice as early as 4 months of age which persisted and was significant at 6 and 12 months of age (**Figure 3**). Bone marrow cell numbers at 6 months were higher in double knockout mice compare to *Mir146^-/-^* but the cellularity of both were dramatically less compared to wildtype animals. Examining bone marrow Lin-Sca1+cKit+ HSPCs (LSK) population at 4 months of age we observed that double knockout LSKs were significantly increased compared to the other 3 genotypes. The percentage of double knockout LSK cells was increase compared to wildtype and *mmu-Mirc11^-/-^* but was like what was observed in *Mir146a^-/-^* mice (**Supplementary Figure 2**). At 6 months, *mmu-MiR146a* mutant mice had less LSK cells compared to wildtype and double knockout mice however the frequency of LSKs remained higher compared to wildtype but was similar to what was observed in double knockout mice. Unfortunately, due to technical problems we were unable to collect LSK data from year old mice.

**Figure 3:**
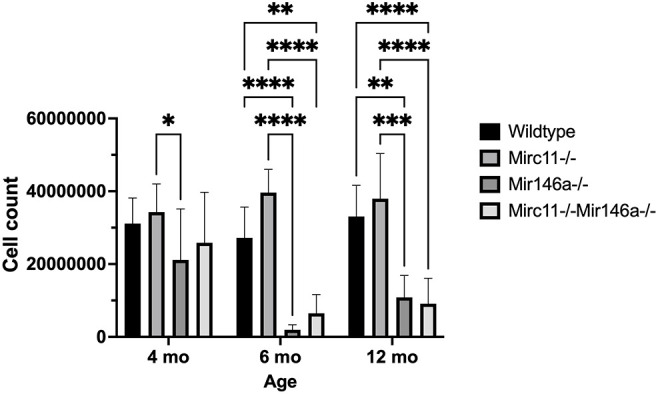
Analysis of bone marrow isolated from aged wildtype, *Mirc11^-/-^*, *Mir146a^-/-^* and double knockout mice. Bone marrow isolated from mice aged 4, 6, and 12 months. Average total number of cells isolated from each genotype. Error bars denote standard deviation. *(p<0.05), **(p<0.01), ***(p<0.001), ****(p<0.0001). At least 4 mice were examined for each genotype and timepoint.

#### 3.2.3 MIRC11 loss does not significantly affect, myeloid progenitor reduction during *MiR146a^-/-^* bone marrow failure

Examining bone marrow myeloid progenitor populations at 4 months of age, we observed no differences in common myeloid progenitor (CMP), megakaryocyte/erythroid progenitor (MEP), and GMP numbers or percentages between wildtype and *Mir146a^-/-^* mice (**Figure 4**; **Supplementary Figure 3**). There was a decrease in GMP number between 4-month-old wildtype and *Mirc11^-/-^* mice (33) (**Figure 4A**). There also was a decrease in the percentage of GMPs in *Mirc11^-/-^* bone marrow in 12-month-old mice but this was not observed at other timepoints (**Figure 4B**). In line with the bone marrow failure of *Mir146a^-/-^* mice, myeloid progenitors decreased over time in *Mir146a^-/-^* and *Mirc11^-/-^MiR146a^-/-^* mice compared to wildtype and *Mirc11^-/-^* mice (**Figures 4A, B**). At 6 months we observed a decrease in both total numbers and percentages of MEPs and CMPs in miR-146a mutants compared to wildtype mice (**Figures 4A, B**). While on average, *Mirc11^-/-^Mir146a^-/-^* mice had increased MEPs and CMPs at 6 and 12 months compared to *Mir146a^-/-^* mice, with increased percentages observed at 6 months, we did not observe these differences to be significant. If there is an effect of MIRC11 loss on the altered production of hematopoietic progenitors in *Mir146a^-/-^* mice, it is very modest.

**Figure 4:**
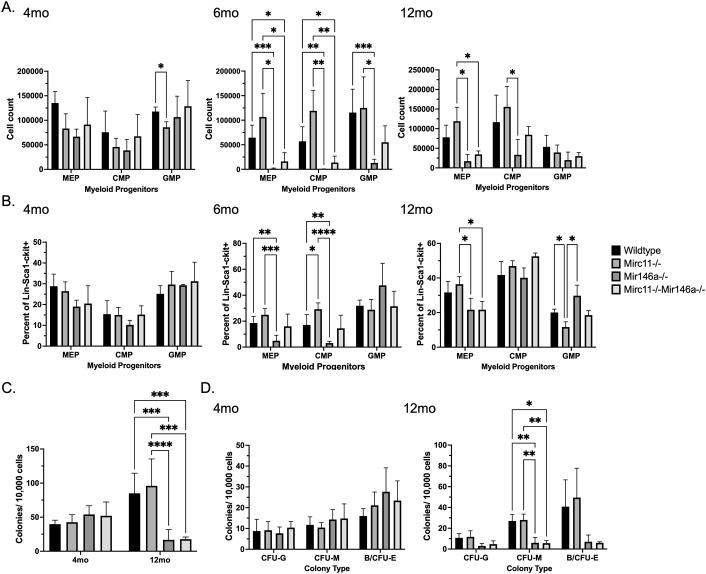
Analysis of changing myeloid progenitors in the bone marrow of wildtype, *Mirc11^-/-^, Mir146a^-/-^* and double knockout mice over time. Bone marrow from mice with indicated genotypes was isolated from tibias and femurs at the indicated ages. Bone marrow myeloid progenitors, **(A)** Total number, **(B)** Percent of bone marrow. 10,000 bone marrow cells were plated for hematopoietic colony assays. C.Total number of hematopoietic colonies. **(D)** Total number of myeloid colonies. Error bars denote standard deviation. *(p<0.05), **(p<0.01), ***(p<0.001), ****(p<0.0001). 3–7 mice were examined for each genotype and timepoint except for myeloid progenitors 4mo *Mir146a^-/-^* (total and %) where 2 mice were assayed. CFU, colony forming unit; BFU, burst forming unit; B/CFU-E, erythroid progenitor colonies; CFU-M, monocytic progenitor colonies, CFU-G, granulocytic progenitor colonies.

To further characterize the bone marrow hematopoietic progenitor content, we performed hematopoietic colony assays (HCAs) (45). Consistent with flow cytometric analysis we observed no significant differences in progenitor numbers in HCAs at 4 months (**Figures 4C, D**). At 12 months there was an equivalent decrease in monocytic (CFU-M) colonies in *Mir146a^-/-^* and *Mirc11^-/-^Mir146a^-/-^* assays compared to wildtype. There was a similar trend in decreased erythroid BFU-E/CFU-E and granulocytic CFU-G in *Mir146a^-/-^* and *Mirc11^-/-^Mir146a^-/-^* cultures compared to wildtype. Multipotential colonies CFU-GEMM (Generated primarily from CMPs (Common Myeloid Progenitors) and MPPs (Multipotent Progenitors) as well as HSCs), CFU-GM (Generated from GMPS), and CFU-EMeg (Generated from MEPs) along with the unipotent colony megakaryocytic CFU-Meg were scored. These counts were included in total counts however for each genotype the number of CFU-GEMM, -GM, -EMeg and -Meg varied from 0–2 colonies which did not allow us to determine statistical differences between genotypes. The hematopoietic colony assays did not reveal any significant changes between *Mir146a^-/-^* and *Mirc11^-/-^Mir146a^-/-^* mice in the generation of hematopoietic progenitor colonies. The production of progenitors appeared to be equally perturbed in both strains.

#### 3.2.4 Mature hematopoietic *Mirc11^-/-^MiR146a^-/-^* bone marrow populations resemble *MiR146a^-/-^* bone marrow

We next investigated the impact of compound miRNA loss on mature cell populations. Due to decreased bone marrow cellularity, the total number of Terr119+ (erythroid), B220+ (B cell), and CD11b+ (myeloid) cells significantly decreased at 6 and 12 months of age in *Mir146a^-/-^* and *Mirc11^-/-^MiR146a^-/-^* animals (**Figure 5A**). At 4 months of age there was a decrease in the percentage of B220+ B cells in *mmu-Mir146a^-/-^* bone marrow compared to wildtype (**Figure 5B**; **Supplementary Figure 4**). 6- and 12- month- old *Mir146a^-/-^* mice had decreased percentages of erythroid cells (**Figure 5B**; **Supplementary Figure 5**). In both cases (B cells and erythroid), we did not observe a significant difference in percentages between miR-146a deficient mice and double deficient mice.

**Figure 5:**
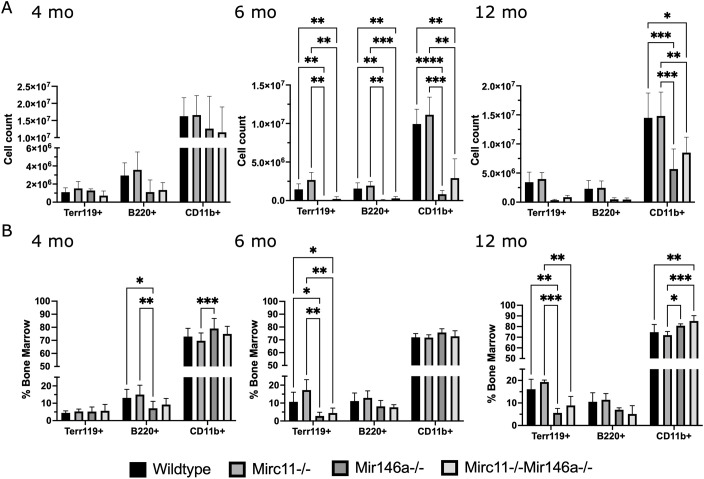
Flow cytometric analysis of bone marrow mature hematopoietic populations. Bone marrow from mice with indicated genotypes was isolated from tibias and femurs of mice aged 4, 6, and 12 months. Cells were stained with fluorescently tagged antibodies recognizing TERR119 (erythroid), CD11b (myeloid), and B220+ (B cells). **(A)** Total number of each population in the bone marrow. **(B)** Percentage of each lineage contributing to the bone marrow. *(p<0.05), **(p<0.01), ***(p<0.001), ****(p<0.0001). Error bars denote standard deviation. 3–11 mice were examined for each genotype and timepoint.

### 3.3 Analysis of gene expression induced by TLR ligands in *Mirc11^-/-^* and *Mir146a^-/-^* macrophages

#### 3.3.1 Characterization of TLR responses in *Mirc11^-/-^Mir146a^-/-^* macrophages

Given mmu-MIRC11 and mmu-miR-146a deficient hematopoietic progenitors inversely regulated TLR activation of NF-κBsignaling (**Tables 1**, **2**) we next sought to determine if this functionally persisted in mature myeloid cells. NF-κB regulated gene expression was assayed in bone marrow derived macrophages (BMDMs) in response to TLR ligand, lipopolysaccharide (LPS/TLR4 ligand). BMDM lacking mmu-miR-146a have increased expression of NF-κB activated inflammatory genes *Nos2*, *Il1b* and *Il6* in response to LPS treatment (39, 51) whereas LPS treatment of *Mirc11^-/-^* BMDMs results in increased expression of the anti-inflammatory gene and miR-27a (MIRC11 miRNA) target *Il10* (41, 52). Interestingly at the timepoints we examined we did not observe increased *Nos2* expression in *Mir146a^-/-^* BMDMs compared to wildtype. At 1h we observed a decrease in *Nos2* in double knockout macrophages compared to wildtype and *Mirc11^-/-^* cells (**Figure 6A**). Interestingly, highest expression of *Nos2* was observed after 12h of LPS treatment of the double knockout cells. Similarly, the highest expression of *Il6* was observed in the double knockout cells (**Figure 6B**). When we examined *Il1b* expression we observed a similar synergy but in the opposite direction (**Figure 6C**). As observed previously (41), *mmu*-*Mirc11^-/-^* cells had decreased expression of pro-inflammatory cytokine *Il1b* 1h post-LPS treatment however the greatest decrease was observed in *Mirc11^-/-^Mir146a^-/-^* BMDMs. Lastly, the expression of Il10, which is a well characterized target of MIRC11 miRNA, miR-27a (52), was significantly increased in double knockout cells at 12h post LPS treatment compared to wildtype and *Mir146a^-/-^* macrophages (**Figure 6D**).

**Figure 6:**
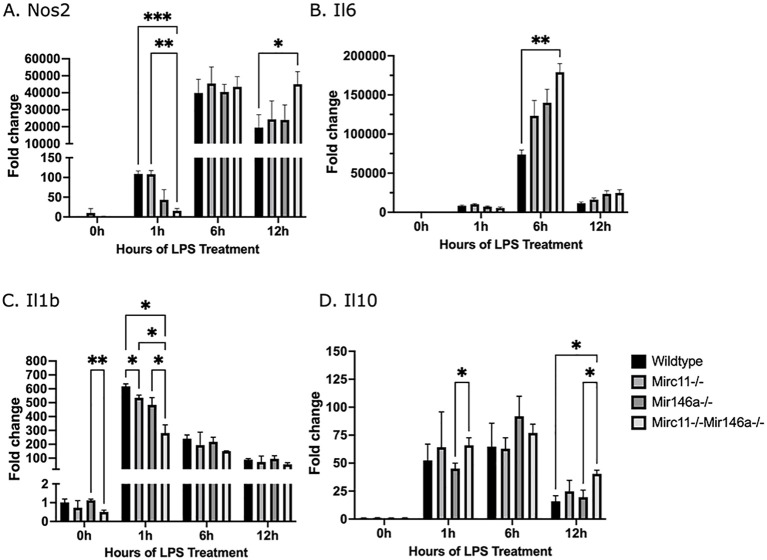
Inflammatory gene expression in bone marrow derived macrophages treated with Lipopolysaccharide. Macrophages were prepared from bone marrow isolated from indicated genotypes at 6–8 weeks of age. Cells were treated with 100ng/ml LPS for the indicated times and RNA collected for RT-PCR analysis. BMDM were treated LPS for 0, 1, 6, and 12h and assayed for expression of **(A)** *Nos2*, **(B)** *Il6* **(C)** Il6 and **(D)** Il10. Error bars denote standard deviation. *(p<0.05), **(p<0.01), ***(p<0.001). BMDM derived from 3 independent mice for each genotype were used for each assay.

In addition, we examined *Nos2* and *Il10* expression after treatment of BMDMs with two other TLR agonists, pIpC (TLR2 ligand) and Pam_3_CSK_4_ (activates TLR2/TLR1 heterodimer). Pam_3_CSK_4_ treatment showed a similar trend for *Il10* that was seen with LPS treatment where highest expression was observed in double knockout cells. However, Nos2 expression on average was highest in *mmu-MiR146a^-/-^* cells (**Supplementary Figures 6A, B**). Treatment of macrophages with pIpC (**Supplementary Figures 6C, D**) in contrast to results observed with LPS and Pam_3_CSK_4_ showed the *Mirc11^-/-^* phenotype dominant in the expression of *Il10* and *Nos2*. Expression of *Nos2* appeared to be equivalently reduced compared to wildtype in both *Mirc11^-/-^* and *Mirc11^-/-^Mir146a^-/-^* BMDM cultures. Similarly, *Il10* was equivalently induced in the *mmu*-*Mirc11* and double mutant cells. However, the trends we observed with the TLR ligand Pam_3_CSK_4_ and pIpC were not considered significant except for the decrease in *Il10* expression observed at 24h post-treatment in *Mir146a^-/-^* cells. In these experiments we did not observe the expected *Il10* increase in single mutant *Mirc11^-/-^* cells.

The results of the TLR ligand stimulation do not support a hypothesis in that MIRC11 and miR-146a miRNAs oppose each other’s regulation of TLR signaling. Interestingly their activities seem gene-specific, and they can synergize to repress or activate a TLR stimulated gene.

#### 3.3.2 MIRC11 miRNAs and miR-146a regulate each other’s gene expression in bone marrow derived macrophages

In response to LPS challenge, MIRC11 miRNA expression is repressed whereas miR-146a expression is induced (35, 48, 49). To determine how these two miRNA genes respond to each other’s loss during acute inflammation, we examined expression of mmu-MIRC11 miRNAs and mmu-miR-146a in single knockout BMDMs treated with LPS for 0, 6 and 12 hours (**Figures 7A–D**). In *Mir146a^-/-^* BMDMs, mmu-miR-23a expression was unchanged. Strikingly, both mmu-miR-27a and mmu-miR-24–2 exhibited 15-fold increased expression in *Mir146a^-/-^* BMDMs compared to wildtype at baseline. Although mmu-miR-27a and mmu-miR-24–2 expression decreased at 6 and 12 hours post-LPS challenge in *Mir146a^-/-^* BMDMs compared to baseline, their expression was around 5-fold higher compared to wildtype BMDMs. We also interrogated the expression of pro-inflammatory miRNA mmu-miR-155 (53). We observed significant increase of mmu-miR-155 at 12 hours post LPS treatment in *Mir146a^-/-^* BMDMs, but no difference 6h. Examining mmu-miR-146a expression in *Mirc11^-/-^* BMDM revealed that mmu-miR-146a was significantly decreased in *Mirc11^-/-^* cells at all timepoints examined (**Figures 7E, F**). Mmu-miR-155 expression was unchanged in *Mirc11^-/-^* BMDMs upon LPS challenge. The data demonstrates that MIRC11 and miR-146a can affect each other’s expression.

**Figure 7:**
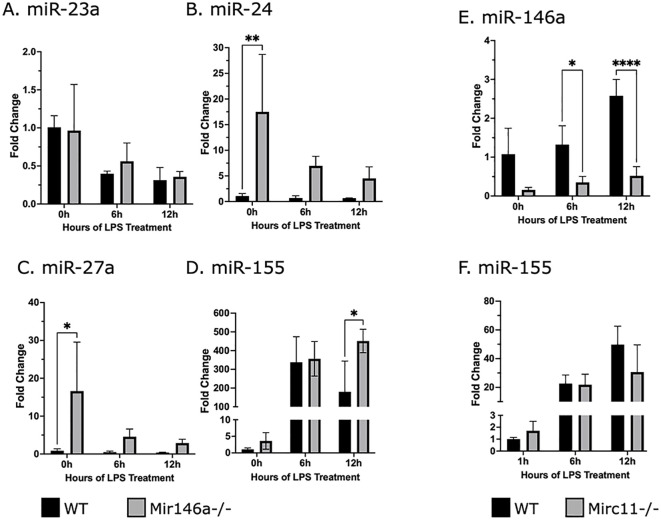
MiRNA expression in LPS treated wildtype, *Mirc11^-/-^* and *Mir146a^-/-^* BMDMs. Macrophages were incubated with 100 ng/ml LPS for 0, 6 and 12h and harvested for RNA. **(A)** Wildtype and *Mir146a^-/-^* cells were assayed for the expression of miRNAs A) mmu-miR-23a, **(B)** mmu-miR-24, **(C)** mmu-miR-27a, and **(D)** mmu-miR-155. Wildtype and *Mirc11^-/-^* cells were assayed for expression of **(E)** mmu-miR-146a and **(F)** mmu-miR-155. Error bars denote standard deviation. *(p<0.05), **(p<0.01), ***(p<0.001), ****(p<0.0001). BMDM derived from 3 independent mice for each genotype were used for each assay.

## 4 Discussion

Inflammatory signaling plays a central role in regulating HSPC function, influencing lineage commitment, stem cell maintenance, and immune responsiveness (3, 54). However, maintaining appropriate levels of inflammatory signaling is essential, as both insufficient and excessive activation disrupt hematopoietic homeostasis and contribute to hematologic disease. In this study, we identify the microRNA cluster MIRC11 as a positive regulator of inflammatory signaling in hematopoietic cells and demonstrate that its activity contrasts with the anti-inflammatory function of miR-146a, a well-established negative regulator of NF-κB signaling. MIRC11 miRNAs are reported to enhance NF-κB activity through the repression of negative NF-κB regulators including A20, CYLD, CBL-B and ITCH (36, 37). Our findings reveal that these miRNA pathways influence overlapping inflammatory networks but do not simply function as reciprocal regulators of hematopoiesis. Instead, genetic and functional analyses indicate that mmu-MIRC11 and mmu-miR-146a contribute to the fine-tuning of inflammatory signaling thresholds that govern hematopoietic differentiation and immune activation. These results provide new insight into the microRNA-mediated regulatory circuits that help maintain inflammatory balance in hematopoietic tissues. Specifically, our results show that loss of mmu-MIRC11 reduces inflammatory signaling in hematopoietic progenitors, that mmu-MIRC11 miRNAs and mmu-miR-146a exert opposing effects on inflammatory pathway activity, and that combined disruption of these miRNAs produces modest hematopoietic interactions but complex, gene-specific effects on macrophage inflammatory responses.

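Components of Toll-like receptor signaling, the pathway by which cells sense microbial products, were slightly lower as a group in *Mirc11-/-* HSPCs, led by chemokine and AP-1 genes at its end. Of the 73 measured, 47 had a negative log2 fold change, and the list fell with a median of -0.03 (adjusted p = 0.0347 by camera, adjusted p = 0.507 with an estimated correlation). Ccl3, which encodes the chemokine MIP-1α, had 1140 ± 299 normalized counts in wildtype and 460 ± 65.9 in *Mirc11-/-* libraries (SD, n = 3 each), a log2 fold change of -1.28 (SE 0.19, adjusted p = 0.186 by limma, 0.00987 without *Mirc11-/-* library 3). Ccl4 had -1.06 (SE 0.27), and since the annotated spans of Ccl3 and Ccl4 overlap, the split of reads between them is uncertain. The adaptor Myd88 had 0.08 (SE 0.11), the kinases Irak1 and Map3k7 -0.09 (SE 0.08) and 0.06 (SE 0.07), and the ubiquitin ligase Traf6 0.15 (SE 0.10). Single libraries moved these small values: Myd88 to 0.01 without wildtype library 1, 0.16 without 3, 0.01 without *Mirc11-/-* library 1 and 0.13 without 2, Irak1 to -0.03 without *Mirc11-/-* library 2 and -0.16 without 3, and Traf6 to 0.09 without wildtype library 1. Adjusted over the list alone, 3 were lower, Ccl3, Fos and Jun, and 0 higher by limma. Over all genes limma called 0 (10 lower and 2 higher at an unadjusted p under 0.05), edgeR 0 and DESeq2 4 lower. In Reactome, the 104 genes of the Toll-like receptor cascades had a median of -0.03 (adjusted p = 0.431 by camera) and the 112 genes of interferon signaling -0.05 (adjusted p = 0.298 by camera), and neither set passed among the 682 tested. The Toll-like receptor list lost its call without wildtype library 3 (adjusted p = 0.261 by camera), *Mirc11-/-* library 2 (0.127) or 3 (0.133) and with the erythroid markers, which were higher in *Mirc11-/-* libraries 1 and 2, as a covariate chosen after seeing the data (0.182).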

Gene expression analysis of *Mirc11*-deficient murine hematopoietic stem and progenitor cells revealed reduced activation of multiple inflammatory pathways, including TNF, interferon, and TLR signaling networks (**Figure 1**; **Table 1**). These findings are consistent with the hematopoietic phenotype observed in MIRC11-deficient mice, which display decreased myeloid differentiation and increased lymphoid output (33). Inflammatory signaling is known to promote myeloid lineage commitment in HSPCs, and therefore reduced inflammatory pathway activity likely contributes to the altered lineage balance observed in *Mirc11^-/-^* mice (3). These results support the concept that mmu-MIRC11 miRNAs act to promote inflammatory signaling in hematopoietic progenitors and thereby influence hematopoietic lineage decisions.

In contrast, miR-146a is widely recognized as a negative regulator of inflammatory signaling. Previous studies have shown that miR-146a-deficient mice develop chronic inflammation and progressive hematopoietic defects characterized by impaired HSC function, cytopenias, and eventual bone marrow failure (26, 39, 40). Consistent with these observations, gene expression analyses of *mmu*-*Mir146a^-/-^* progenitors demonstrate increased activation of NF-κB–dependent inflammatory pathways. Interestingly, comparison of *mmu*-*Mirc11^-/-^* and *mmu*-*Mir146a^-/-^* transcriptional profiles revealed that several inflammatory signaling pathways are regulated in opposite directions by these miRNAs, suggesting that they may act as counterbalancing regulators of inflammatory signaling in hematopoietic cells (**Table 2**).

Mechanistically, the opposing effects of the MIRC11 miRNAs and miR-146a on inflammatory signaling arise from their distinct regulatory targets within TLR, TNFR, and IL-1R signaling pathways that lead to NF-κB activation (**Figure 8**). The MIRC11 cluster members miR-27a and miR-23a promote NF-κB activation by suppressing key negative regulators of signaling. MiR-27a inhibits the ubiquitin ligases CBL-B and ITCH, which normally dampen NF-κB signaling by catalyzing K48-linked ubiquitination and degradation of signaling intermediates such as MyD88, TAB1, and TRAF6 (36, 55, 56). Additionally, miR-27a directly targets TAB1 (57). In parallel, miR-23a represses expression of the deubiquitinase A20, which removes activating K63-linked ubiquitin chains from TRAF6 (37, 58). Because K63-linked ubiquitination of TRAF6 is required for assembly of signaling complexes that activate TAK1 and downstream NF-κB, repression of CBL-B, ITCH, and A20 by MIRC11 miRNAs enhances inflammatory signaling downstream of TLRs, TNFRs, and IL-1R. In contrast, miR-146a acts as a negative regulator of NF-κB signaling by directly targeting TRAF6 and IRAK1 (59, 60), thereby limiting activation downstream of TLR and IL-1 receptor pathways. Thus, whereas miR-146a restrains inflammatory NF-κB activation, MIRC11 miRNAs amplify and sustain it.

**Figure 8:**
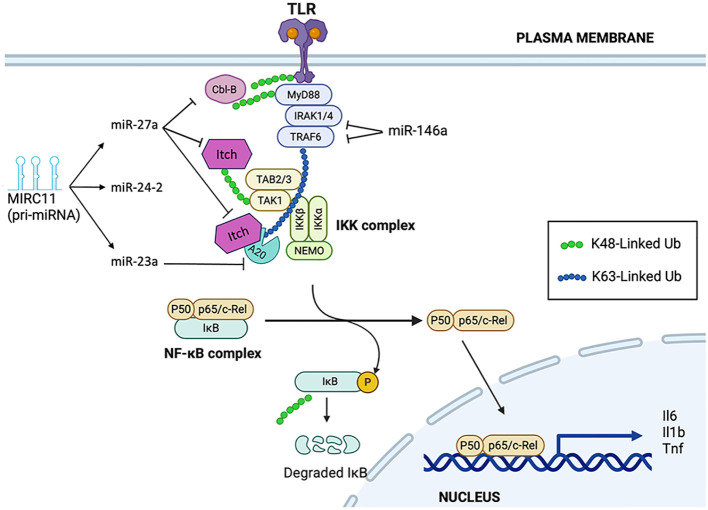
Opposing regulation of Toll like receptor signaling by MIRC11 miRNAs and miR-146a. MIRC11 miRNAs can increase TLR signaling and downstream activation through targeting E3 K48 ubiquitin ligases and K63 deubiquitinases. Targeting of ubiquitin ligases Cbl-B, and Itch by miR-27a and deubiquitinase A20 by miR-23a leads to stabilization of TLR, MyD88, TAK1, and TRAF6. Decreased A20 and Itch lead to stable K63 ubiquitinated TRAF6 which enhances TAK1 activation of IKK complex and downstream activation of NF-κB. Mir-146a expression opposes activation of NF-kB by TLR through decreases protein levels of the IRAK1 and TRAF6 leading to reduced IKK activation and decreased inhibition of NF-κB. Ub, Ubiquitin. Created with https://www.BioRender.com.

Based on these opposing regulatory activities, we hypothesized that MIRC11 and miR-146a might function together to buffer NF-kB and other inflammatory signaling pathways in hematopoietic cells. To test this possibility, we generated *Mirc11^^-^/^-^^Mir146a^^-^/^-^^* double knockout mice and examined their hematopoietic phenotypes. In young mice, there was a trend that loss of miR-146a would increase the bone marrow myeloid population that is decreased in *Mirc11*-deficient animals, (**Figure 2**). However, the increase did not rise to the level of statistical significance. Even if there is a modest increase in myelopoiesis mediated by loss of miR-146a expression, it is clear that the overall hematopoietic phenotype of double knockout mice was not intermediate between the two single mutants. Longitudinal analysis revealed that double knockout animals ultimately developed hematopoietic defects similar to those observed in *Mir146a^^-^/^-^^* mice, including progressive loss of bone marrow cellularity and reduced hematopoietic progenitor numbers (**Figures 3**, **4**; **Supplementary Figure 2**). These findings indicate that mmu-MIRC11 deficiency is unable to prevent the chronic inflammatory pathology associated with mmu-miR-146a loss. Interestingly as *Mirc11^-/-^* mice age we did not observe the pronounced decrease in myelopoiesis and enhanced B lymphopoiesis we observed in 6–8 week old mice. This may be due to compensatory mechanisms in the bone marrow microenvironment that are activated to restore normal hematopoietic homeostasis. The most dramatic effects on myeloid-lymphoid differentiation have been observed with OP9/*mmu*-*Mirc11^-/-^* HSPC co-cultures where the environment is static and user defined.

Analysis of inflammatory gene expression in macrophages further revealed complex interactions between these miRNA pathways. We initially hypothesized that inflammatory responses in double knockout macrophages would be intermediate between those observed in the single mutants. Instead, our results demonstrated that deletion of both *mmu*-*Mirc11* and *mmu*-*Mir146a* frequently amplified the transcriptional phenotype associated with individual mutations (**Figure 6**; **Supplementary Figure 6**). For example, pro-inflammatory genes that were elevated in *Mir146a*-deficient macrophages were further increased in double knockout cells following LPS stimulation, whereas genes reduced in *Mirc11*-deficient cells were further suppressed in the double mutant background. These findings suggest that interactions between these miRNAs cannot be explained by a simple antagonistic relationship.

One possible explanation for this observation is that MIRC11 and miR-146a regulate overlapping but distinct networks of inflammatory targets. The combined loss of both regulatory pathways may therefore destabilize inflammatory signaling networks rather than restore them to an intermediate state. In addition, our data demonstrate that these miRNAs can influence each other’s expression in macrophages, suggesting that additional feedback mechanisms contribute to their regulatory interactions during inflammatory responses (**Figure 7**).

Taken together, our results highlight the complexity of miRNA-mediated regulation of inflammatory signaling in hematopoietic cells. While MIRC11 and miR-146a exert opposing effects on inflammatory pathway activation, their combined genetic disruption does not simply normalize inflammatory signaling. Instead, the interaction between these pathways appears to depend on the specific cellular context and the downstream gene targets involved. From a broader perspective, these findings underscore the importance of microRNA networks in maintaining immune homeostasis. Inflammatory signaling must be precisely regulated in HSPCs to allow appropriate immune responses while avoiding the deleterious effects of chronic inflammation. Our data suggest that MIRC11 and miR-146a contribute to this regulatory balance but do so through complex and context-dependent mechanisms.

Finally, these findings raise the possibility that coordinated manipulation of miRNA pathways could be used to modulate immune responses therapeutically. Because MIRC11 promotes inflammatory signaling whereas miR-146a acts as a negative regulator, targeted modulation of these pathways may allow selective enhancement or suppression of specific inflammatory gene programs. However, our results also highlight the challenges of such approaches, as the combined manipulation of these miRNAs does not uniformly amplify or suppress inflammatory signaling. A deeper understanding of the regulatory networks controlled by these miRNAs will therefore be required before their therapeutic potential can be fully realized.

## Data Availability

RNA-seq data performed for this studying of RNA obtained from wildtype and MIRC11 HSPCs (Bone marrow Lin-Sca-1+c-Kit+) has been deposited at NCBI GEO (https://www.ncbi.nlm.nih.gov/geo/), accession number GSE335378. Previously reported sequencing data for *Mirc11^-/-^* and *Mir146a^-/-^* myeloid progenitors (bone marrow Lin-Sca-1-cKit+) is accessible by querying the accession numbers GSE160214 and GSE87453 respectively at NCBI GEO.

# Supplementary material for: Balancing inflammatory signaling in hematopoiesis: roles of MIRC11 and miR-146a
**Source:** Front Immunol. 2026 Jul 8;17:1828453. doi: 10.3389/fimmu.2026.1828453
**Supplement:** Supplementary Figure 1 — Representative flow cytometric analysis of bone marrow cells isolated from 8-week-old mice.

## *Supplementary Material*

### **1 Supplemental Material and Methods**

#### **RNA Sequencing**

*Library Preparation.* RNA-seq libraries were prepared at the University of Notre Dame Genomics and Bioinformatics Core Facility. Total RNA samples were diluted 5 times prior to analysis. Sample concentration was measured using Qubit RNA HS Assay Kit (PN: Q32855; Invitrogen, Carlsbad, CA, USA). Total RNA was evaluated with Agilent Bioanalyzer 2100 System and Agilent RNA 6000 Nano Kit (PN: 5067-1511; Agilent Technologies, Santa Clara, CA). Samples with an RNA Integrity Number (RIN) of 7 or higher were qualified for library preparation. Total RNA in-put was normalized to 150 ng. Polyadenylated RNA molecules were selected for using NEBNext Poly(A) mRNA Magnetic Isolation Module (PN: E7490S/L; New England BioLabs, Ipswich, MA). Enriched polyadenylated RNA was converted into an Illumina library using NEBNext Ultra II RNA Library Prep with Sample Purification Beads (PN: E7775S/L; New England BioLabs, Ipswich, MA) and barcoded with NEBNext Multiplex Oligos for Illumina (Index Primers Set 1) (PN: E7335S/L; New England BioLabs, Ipswich, MA) or NEBNext Multiplex Oligos for Illumina (Index Primers Set 2) (PN: E7500S/L; New England BioLabs, Ipswich, MA). Indexed libraries were quantitated with Qubit dsDNA HS Assay Kit (PN: Q32854; Invitrogen, Carlsbad, CA). Library quality assessment with Agilent DNA 7500 Kit (PN: 5067-1506; Agilent Technologies, Santa Clara, CA). The individual libraries were normalized, and equal molar amounts were multiplexed into a single pool. Molar concentration of the multiplex pool was determined with KAPA Library Quantification Kits for Illumina (PN: KK4824; KAPA Biosystems, Boston, MA). Materials used: NEBNext Ultra II RNA Library Prep with Sample Purification Beads (PN: E7775S/L; New England BioLabs, Ipswich, MA), NEBNext Poly(A) mRNA Magnetic Isolation Module (PN: E7490S/L; New England BioLabs, Ipswich, MA), NEBNext Multiplex Oligos for Illumina (Index Primers Set 1) (PN: E7335S/L; New England BioLabs, Ipswich, MA), NEBNext Multiplex Oligos for Illumina (Index Primers Set 2) (PN: E7500S/L; New England BioLabs, Ipswich, MA), Agilent RNA 6000 Nano Kit (PN: 5067-1511; Agilent Technologies, Santa Clara, CA), Agilent DNA 7500 Kit (PN: 5067-1506; Agilent Technologies, Santa Clara, CA), Qubit RNA HS Assay Kit (PN: Q32855; Invitrogen, Carlsbad, CA), Qubit dsDNA HS Assay Kit (PN: Q32854; Invitrogen, Carlsbad, CA), and KAPA Library Quantification Kits for Illumina (PN: KK4824; KAPA Biosystems, Boston, MA).

*Sequencing.* Libraries were sequenced on an Illumina NextSeq 500, paired-end, 75 total cycles to obtain greater than 20 million reads per sample. 

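Over the 6 HSPC libraries the median was about 15950900 reads assigned to genes, and between 15750 and 16074 genes per library had at least 1 read. The 10 genes with the most reads took 3.77% to 4.36% of each library. Jun, one of the abundant transcripts, had 56124 ± 8399 normalized counts in wildtype (SD, n = 3), while Il10 had 8.30 ± 3.44 (SD, n = 3), so that its difference between the genotypes rests on few reads.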

Reads were aligned to the human genome (hg19) using STAR (PMC3530905). 

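The table's entries carry mouse gene symbols, and the submitters' processing notes name the mouse build mm10. Of the 15662 genes tested in HSPCs, 15572 (99.4%) matched a mouse gene in RefSeq's table for GRCm38.p6, the same build, by symbol or synonym. Y-linked mouse genes were among them, such as Kdm5d on chromosome Y from 897566 to 943813 and Ddx3y from 1260715 to 1286628 of chromosome Y. The versions of the aligner and the gene annotation are not given in the sources used here.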

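The deposited values of HSPC genes are reads per gene divided by one size factor per library, and they were not divided by gene length. In each library 100% of the values above 0 were whole multiples, within 0.001, of the value of 1 read, which lay close to 1 in the wildtype and the *Mirc11-/-* libraries. Reads were recovered from these steps for 2 count tests, added after the unit was found. The quasi-likelihood test of edgeR called 1 gene higher and 3 lower, Tbc1d9, Slc16a11 and Mri1, with 1363 genes at an unadjusted p under 0.05. DESeq2, with 1206 genes at an unadjusted p under 0.05, called the 5 genes that limma called and others, among them Fos, Klf6, Ccl3, Selp, Cd69 and Apoe, which were lower, and Ciapin1, which was higher. All of these but Cd69 were also called by limma without *Mirc11-/-* library 3, a fit that keeps libraries 1 and 2, where erythroid markers were higher.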

Gene level expression was calculated (Fragments per Kilobase per Million-FPKM) using Cufflinks (PMC3146043) and differentially expressed genes identified using DE-seq (PMC3218662). For all algorithms, default parameters were utilized unless otherwise noted.

## 2 Supplementary Figures

A.

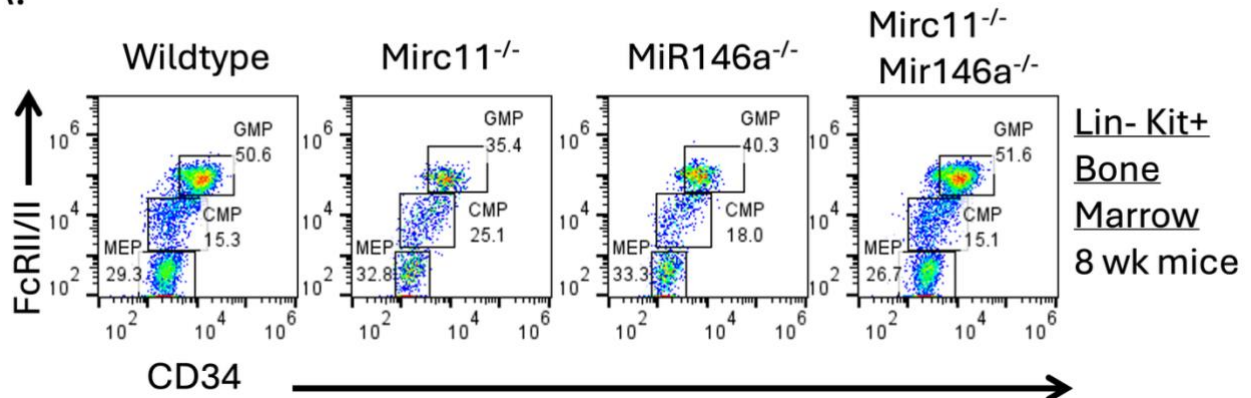

B.

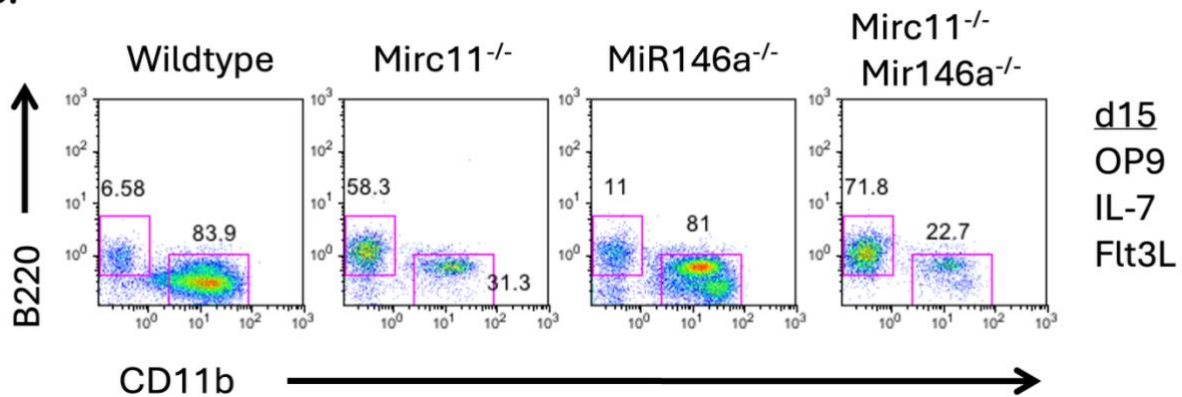

**Supplementary Figure 1. Representative flow cytometric analysis of bone marrow cells isolated from 8-week-old mice.** A) Nucleated bone marrow cells isolated from indicated mouse genotypes. Lineage negative bone marrow cells stained to identify myeloid progenitors. Percentage of lineage negative bone marrow is shown for each population. CMP: common myeloid progenitor, MEP: megakaryocyte-erythroid progenitor, and GMP: granulocyte-monocyte progenitor. Flow cytometric analysis performed with A) Cytek Northern Lights spectral cytometer (Fremont, CA, USA). B) Flow cytometric analysis of 15d OP9 co-cultures with lineage negative bone marrow cells isolated from indicated genotypes. Cells cultured in the presence of recombinant murine cytokines IL-7 and Flt3L. Antibodies to CD11b and B220 used to delineate myeloid (granulocytes and monocytes) and B cell populations respectively. Flow cytometric analysis was performed on with Beckman Coulter FC500 Flow Cytometer (Brea, CA, USA).

**A. Total Lin-Sca1+cKit cells      B. % of Lin-Sca1+cKit cells**

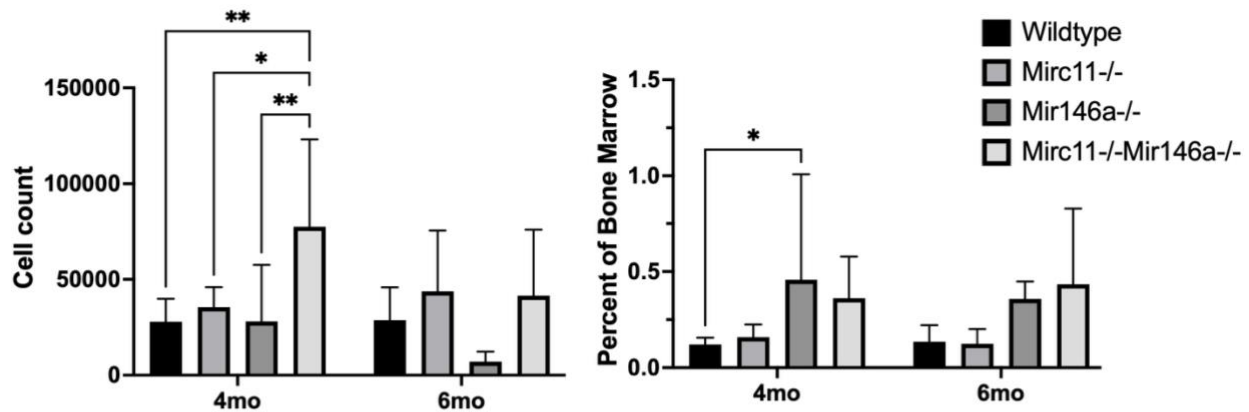

**C. Gated on Lineage negative cells**

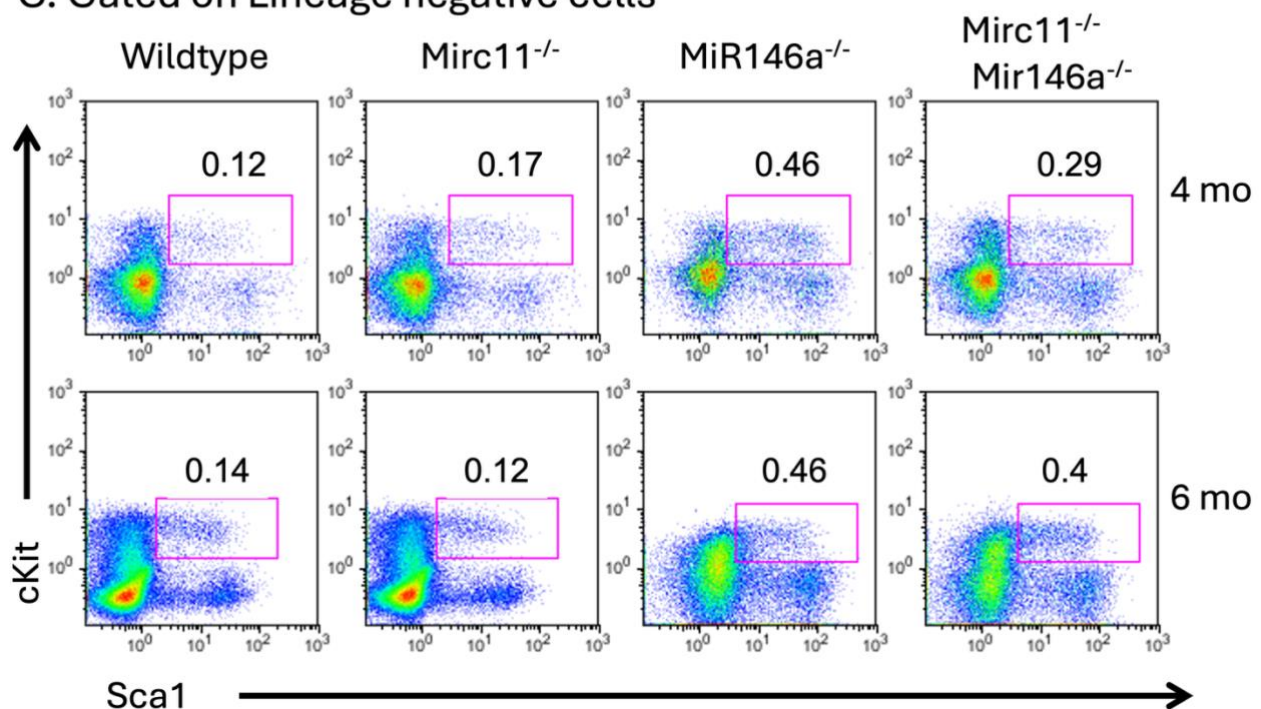

**Supplementary Figure 2. Flow cytometric analysis of bone marrow LSK cells.** Nucleated bone marrow isolated from mice aged 4, and 6 months (mo). A) Average total number of Lin-Sca-1+c-Kit+ HSPCs isolated from each genotype. B) Average percentage of LSKs detected in total nucleated bone marrow. Error bars denote standard deviation. \* (p<0.05), \*\* (p<0.01), \*\*\* (p<0.001), \*\*\*\* (p<0.0001). At least 4 mice were examined for each genotype and timepoint. C) Representative FACs plots of Sca1 vs cKit expression on nucleated bone marrow cells gated on the Lineage negative population at 4 and 6 months (mo) expression of *Nos2*, and *Irf10*. Error bars denote SEM. \* (p<0.05), \*\* (p<0.01), \*\*\* (p<0.001). BMDM derived from 3 independent mice for each genotype were used for each assay.

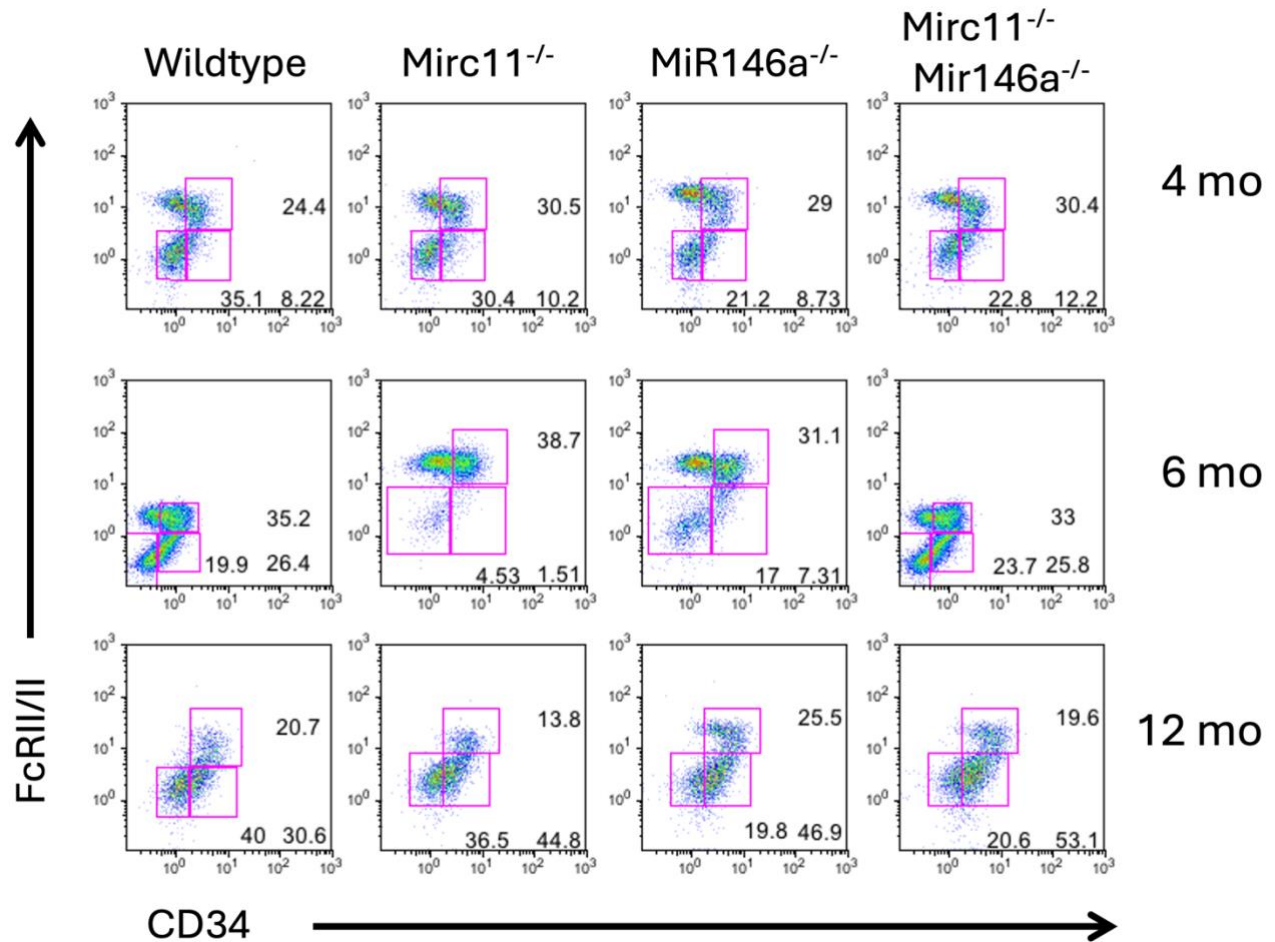

**Supplementary Figure 3. Representative Flow cytometric analysis of myeloid progenitor populations in bone marrow.** Nucleated bone marrow cells isolated from 4-, 6-, and 12- month (mo) old mice of the indicated genotypes. Lineage negative bone marrow cells stained to identify myeloid progenitors. Percentage of Lin-Sca1-cKit<sup>+</sup> bone marrow is shown for each population. CMP: common myeloid progenitor, MEP: Megakaryocyte-Erythroid progenitor, and GBP: granulocyte-monocyte progenitor. Plots are generated from multiple days of analysis. Flow cytometric analysis was performed on multiple days with Beckman Coulter FC500 Flow Cytometer (Brea, CA, USA).

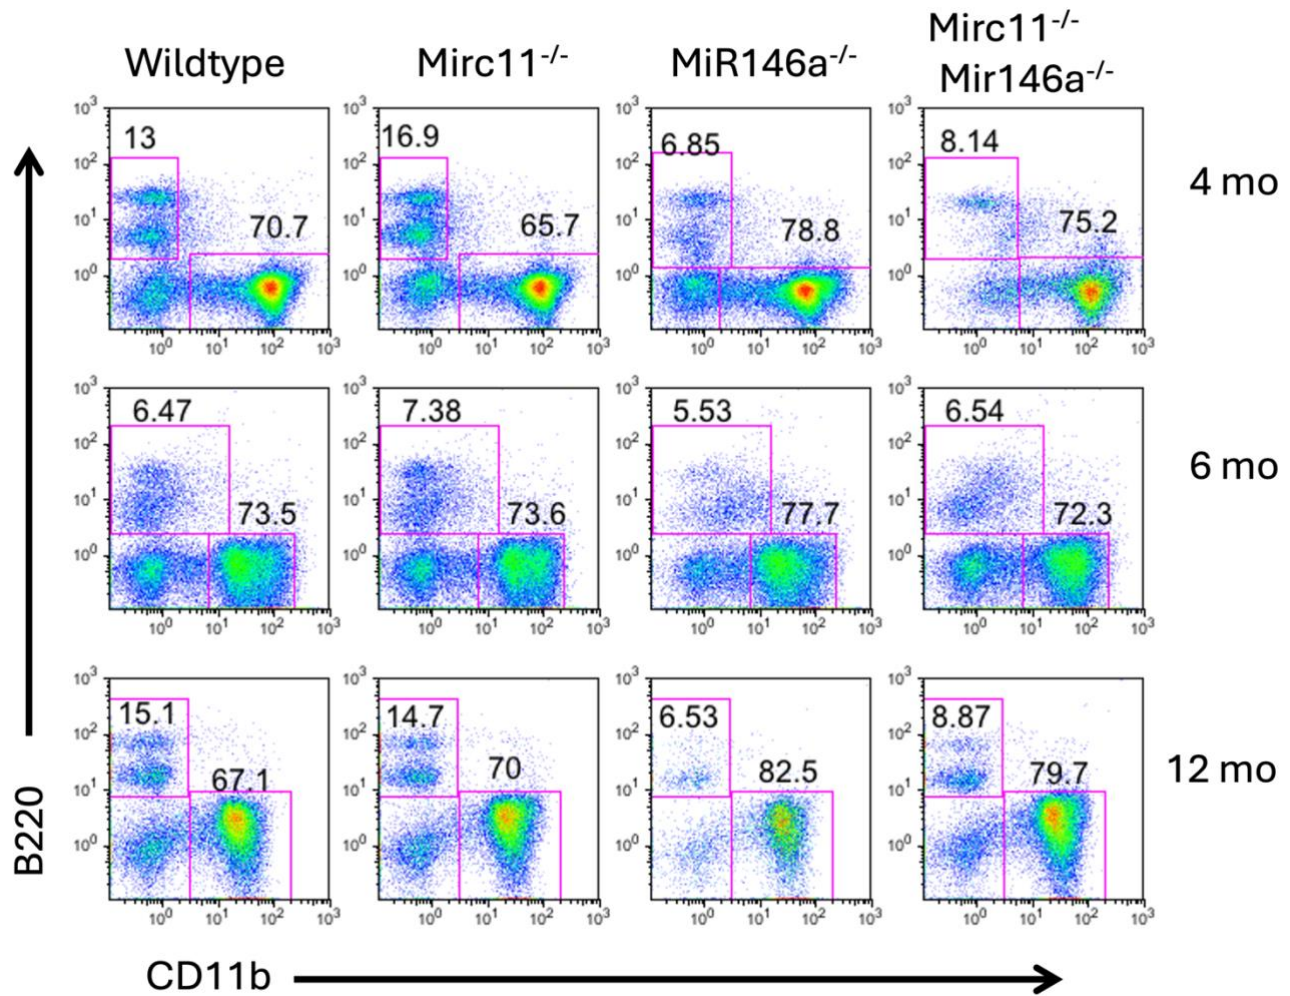

**Supplementary Figure 4. Representative Flow cytometric analysis of mature myeloid and B cell populations.** Nucleated bone marrow cells isolated from 4-, 6-, and 12- month (mo) old mice of the indicated genotypes. Antibodies to CD11b and B220 used to delineate myeloid (granulocytes and monocytes) and B cell populations respectively. Flow cytometric analysis was performed on multiple days with Beckman Coulter FC500 Flow Cytometer (Brea, CA, USA).

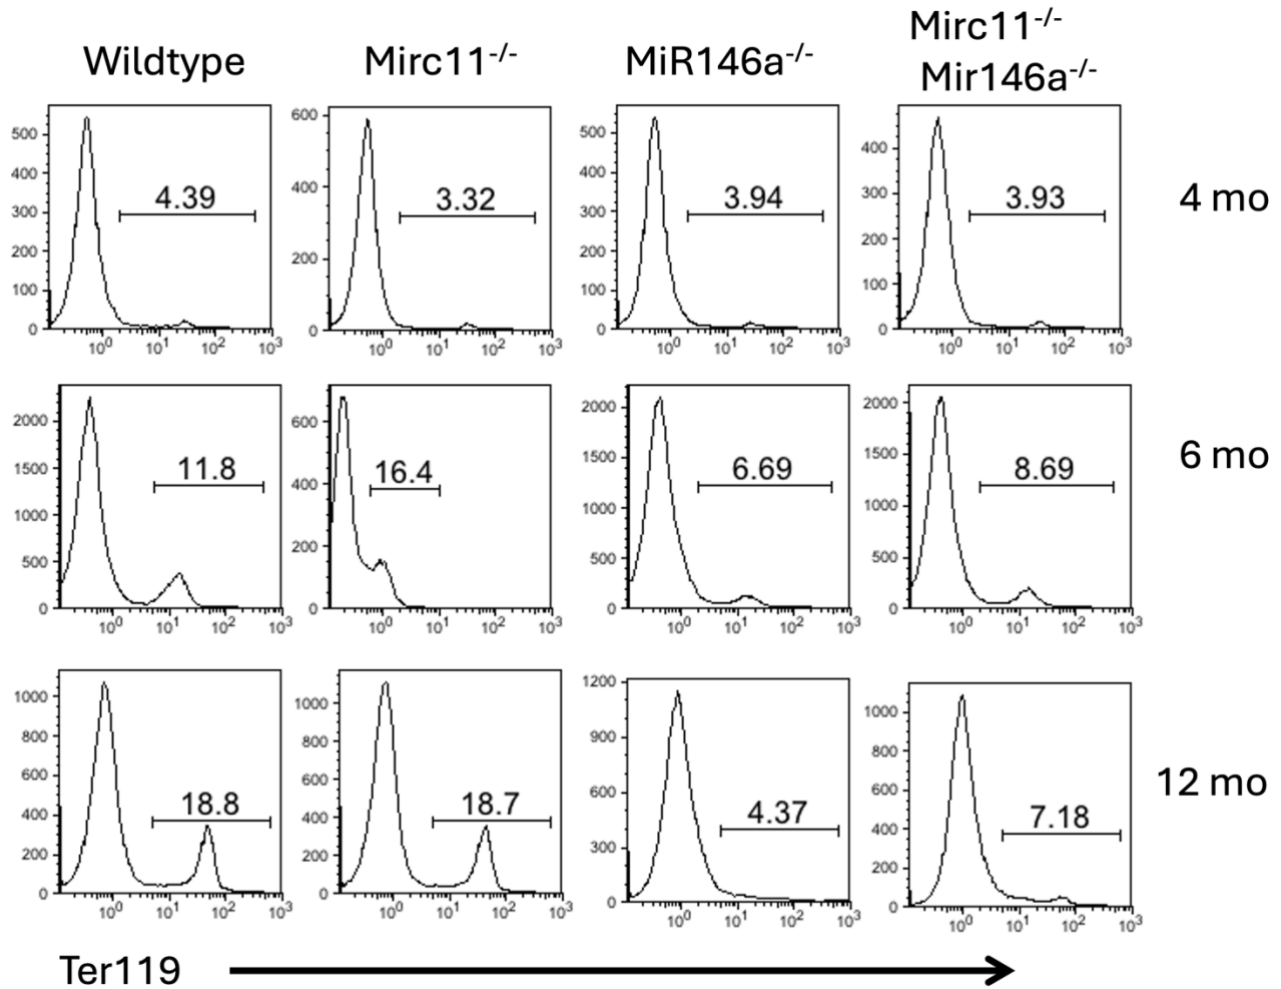

**Supplementary Figure 5. Representative Flow cytometric analysis of the Ter119+ erythroid cell population.** Nucleated bone marrow cells isolated from 4-, 6-, and 12- month (mo) old mice of the indicated genotypes. Antibody to Ter119 used to identify erythroid cells. Flow cytometric analysis was performed on multiple days with Beckman Coulter FC500 Flow Cytometer (Brea, CA, USA).

A. *Nos2*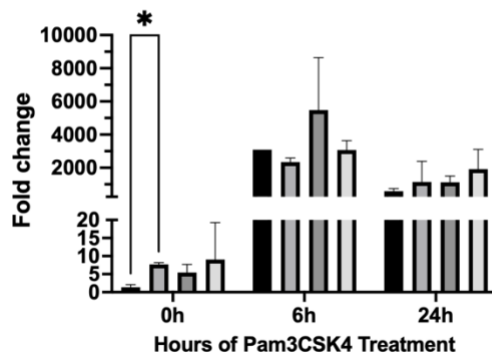B. *Il10*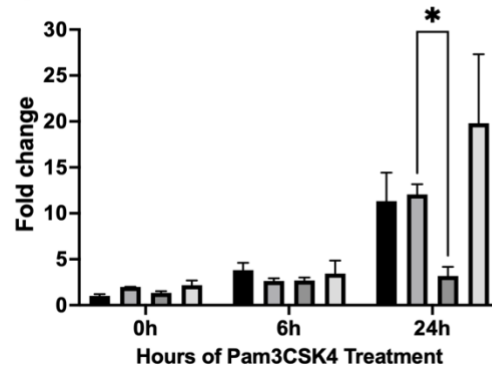C. *Nos2*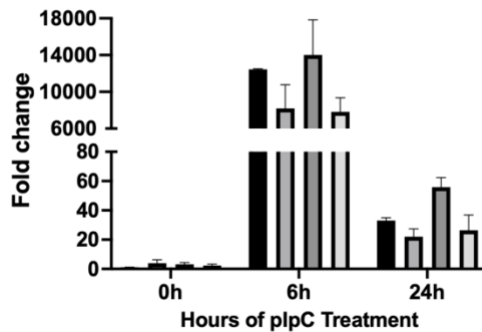D. *Il10*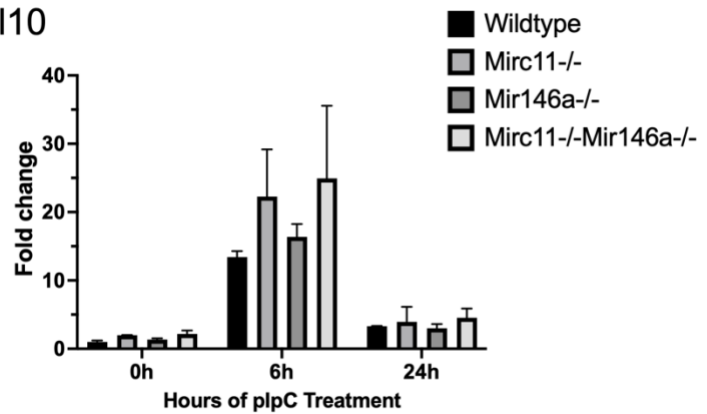

**Supplementary Figure 6.** Inflammatory gene expression in bone marrow derived macrophages treated with Toll like receptor (TLR) ligands. BMDMs generated from indicated genotypes were treated with A, B) 100 ng/ml Pam<sub>3</sub>CSK<sub>4</sub> or C, D) 50 ng/ml pIpC for 0, 6, and 24h and assayed for expression of *Nos2*, and *Il10*. Error bars denote standard deviation. \*(p<0.05), \*\* (p<0.01), \*\*\* (p<0.001). BMDM derived from 3 independent mice for each genotype were used for each assay.

**Supplementary Table S1: Differential expression of TNF, IL-6 and IL-1 $\beta$  regulated genes between wildtype and *Mirc11*<sup>-/-</sup> primary LSK cells determined by RNA-seq analysis.**

| TNF Downstream Genes |       |         | IL-6 Downstream Genes |       |         | IL-1 $\beta$ Downstream Genes |       |         |
|----------------------|-------|---------|-----------------------|-------|---------|-------------------------------|-------|---------|
| Gene                 | logFC | P.Value | Gene                  | logFC | P.Value | Gene                          | logFC | P.Value |
| Atf3                 | -2.47 | 0.08    | Atf3                  | -2.47 | 0.08    | Atf3                          | -2.47 | 0.08    |
| Mmp9                 | -1.56 | 0.00    | Mmp9                  | -1.56 | 0.00    | Fosb                          | -1.20 | 0.02    |
| Klf6                 | -1.29 | 0.02    | Mmp8                  | -1.18 | 0.01    | Nfkbiz                        | -1.14 | 0.05    |
| Fosb                 | -1.20 | 0.02    | Fos                   | -1.13 | 0.01    | Fos                           | -1.13 | 0.01    |
| Mmp8                 | -1.18 | 0.01    | Egr1                  | -1.10 | 0.05    | Egr1                          | -1.10 | 0.05    |
| Nfkbiz               | -1.14 | 0.05    | Plk2                  | -1.07 | 0.03    | Ccl4                          | -1.07 | 0.03    |
| Fos                  | -1.13 | 0.01    | Ccl4                  | -1.07 | 0.03    | Jun                           | -1.06 | 0.02    |
| Plk3                 | -1.13 | 0.06    | Jun                   | -1.06 | 0.02    | Dusp1                         | -1.03 | 0.03    |
| Egr1                 | -1.10 | 0.05    | Dusp1                 | -1.03 | 0.03    | Zfp36                         | -1.03 | 0.02    |
| Plk2                 | -1.07 | 0.03    | Jund                  | -0.90 | 0.04    | Jund                          | -0.90 | 0.04    |
| Dusp5                | -1.07 | 0.06    | Tgm2                  | -0.88 | 0.01    | Junb                          | -0.82 | 0.04    |
| Ccl4                 | -1.07 | 0.03    | Ccr1                  | -0.85 | 0.01    | Ier2                          | -0.82 | 0.01    |
| Jun                  | -1.06 | 0.02    | Tlr8                  | -0.83 | 0.02    | Il15                          | -0.79 | 0.02    |
| Dusp1                | -1.03 | 0.03    | Junb                  | -0.82 | 0.04    | Ptgs2                         | -0.78 | 0.06    |
| Zfp36                | -1.03 | 0.02    | Il15                  | -0.79 | 0.02    | Socs1                         | -0.74 | 0.02    |
| Cd69                 | -1.01 | 0.03    | Ptgs2                 | -0.78 | 0.06    | Tnfaip3                       | -0.73 | 0.06    |
| Dusp2                | -1.00 | 0.02    | Ppp1r15a              | -0.77 | 0.05    | Pde4b                         | -0.72 | 0.05    |
| Hspa1a               | -0.96 | 0.02    | Lpl                   | -0.75 | 0.07    | Socs3                         | -0.72 | 0.03    |
| Selp                 | -0.94 | 0.01    | Socs1                 | -0.74 | 0.02    | Tnf                           | -0.71 | 0.06    |
| Jund                 | -0.90 | 0.04    | Pecam1                | -0.73 | 0.01    | Zc3h12a                       | -0.69 | 0.08    |
| Tgm2                 | -0.88 | 0.01    | Socs3                 | -0.72 | 0.03    | Rhob                          | -0.67 | 0.03    |
| Ccr1                 | -0.85 | 0.01    | Tnf                   | -0.71 | 0.06    | Mcl1                          | -0.62 | 0.04    |
| Tlr8                 | -0.83 | 0.02    | Cybb                  | -0.71 | 0.01    | Ier3                          | -0.60 | 0.02    |
| Junb                 | -0.82 | 0.04    | Lyz                   | -0.70 | 0.03    | Nfkbia                        | -0.55 | 0.18    |
| Ier2                 | -0.82 | 0.01    | Apoe                  | -0.70 | 0.01    | Tnfaip2                       | 0.52  | 0.25    |
| Rgs1                 | -0.79 | 0.11    | Tnfrsf12a             | -0.69 | 0.09    | Lcn2                          | 0.82  | 0.14    |
| Il15                 | -0.79 | 0.02    | Cd163                 | -0.68 | 0.05    |                               |       |         |
| Hspa1b               | -0.78 | 0.05    | Fcgrt                 | -0.64 | 0.08    |                               |       |         |
| Klf2                 | -0.78 | 0.06    | Il7r                  | -0.64 | 0.09    |                               |       |         |
| Ptgs2                | -0.78 | 0.06    | Ifi16                 | -0.64 | 0.00    |                               |       |         |
| Ppp1r15a             | -0.77 | 0.05    | Fpr2                  | -0.62 | 0.02    |                               |       |         |
| Nr4a2                | -0.76 | 0.02    | Cd68                  | -0.62 | 0.06    |                               |       |         |
| Lpl                  | -0.75 | 0.07    | Mcl1                  | -0.62 | 0.04    |                               |       |         |
| Socs1                | -0.74 | 0.02    | Fn1                   | -0.61 | 0.01    |                               |       |         |

|         |       |      |         |       |      |  |  |  |
|---------|-------|------|---------|-------|------|--|--|--|
| Scd     | -0.74 | 0.08 | Lhcgr   | -0.61 | 0.15 |  |  |  |
| Ca12    | -0.73 | 0.08 | Il1rl1  | -0.60 | 0.11 |  |  |  |
| Pecam1  | -0.73 | 0.01 | Cdkn1a  | -0.60 | 0.09 |  |  |  |
| Tnfaip3 | -0.73 | 0.06 | Smad7   | -0.59 | 0.04 |  |  |  |
| Pde4b   | -0.72 | 0.05 | Bambi   | -0.57 | 0.10 |  |  |  |
| Socs3   | -0.72 | 0.03 | Gfap    | -0.57 | 0.16 |  |  |  |
| Tnf     | -0.71 | 0.06 | Ceacam1 | -0.56 | 0.15 |  |  |  |
| Cybb    | -0.71 | 0.01 | Sgk1    | -0.56 | 0.05 |  |  |  |
| Apoe    | -0.70 | 0.01 | Prnp    | -0.56 | 0.17 |  |  |  |
| Zc3h12a | -0.69 | 0.08 | Pomc    | -0.56 | 0.18 |  |  |  |
| Postn   | -0.69 | 0.04 | Nfkbia  | -0.55 | 0.18 |  |  |  |
| Il18r1  | -0.68 | 0.01 | Cib2    | -0.54 | 0.20 |  |  |  |
| Cd163   | -0.68 | 0.05 | Tbc1d9  | -0.53 | 0.18 |  |  |  |
| Nqo1    | -0.68 | 0.03 | Lcat    | -0.53 | 0.24 |  |  |  |
| Cnr2    | -0.68 | 0.09 | Acp5    | -0.52 | 0.25 |  |  |  |
| Rhob    | -0.67 | 0.03 | Lcn2    | 0.82  | 0.14 |  |  |  |
| Rgs2    | -0.67 | 0.01 |         |       |      |  |  |  |
| Aldh1a7 | -0.66 | 0.20 |         |       |      |  |  |  |
| Oasl    | -0.65 | 0.03 |         |       |      |  |  |  |
| Lgals3  | -0.65 | 0.02 |         |       |      |  |  |  |
| Ghr     | -0.65 | 0.12 |         |       |      |  |  |  |
| Fcgrt   | -0.64 | 0.08 |         |       |      |  |  |  |
| Il7r    | -0.64 | 0.09 |         |       |      |  |  |  |
| Sdc1    | -0.64 | 0.09 |         |       |      |  |  |  |
| Ifi16   | -0.64 | 0.00 |         |       |      |  |  |  |
| Klf4    | -0.64 | 0.02 |         |       |      |  |  |  |
| Mx1     | -0.63 | 0.09 |         |       |      |  |  |  |
| Cyp27a1 | -0.62 | 0.14 |         |       |      |  |  |  |
| Fpr2    | -0.62 | 0.02 |         |       |      |  |  |  |
| Mcl1    | -0.62 | 0.04 |         |       |      |  |  |  |
| Slc11a2 | -0.62 | 0.10 |         |       |      |  |  |  |
| Emp1    | -0.61 | 0.11 |         |       |      |  |  |  |
| Agtr1   | -0.61 | 0.23 |         |       |      |  |  |  |
| Fn1     | -0.61 | 0.01 |         |       |      |  |  |  |
| Lhcgr   | -0.61 | 0.15 |         |       |      |  |  |  |
| Sorbs1  | -0.61 | 0.12 |         |       |      |  |  |  |
| Btg1    | -0.60 | 0.15 |         |       |      |  |  |  |
| Cyth3   | -0.60 | 0.12 |         |       |      |  |  |  |
| Ier3    | -0.60 | 0.02 |         |       |      |  |  |  |
| Il1rl1  | -0.60 | 0.11 |         |       |      |  |  |  |
| Cdkn1a  | -0.60 | 0.09 |         |       |      |  |  |  |
| Pou2af1 | -0.60 | 0.13 |         |       |      |  |  |  |

|         |       |      |  |  |  |  |  |  |
|---------|-------|------|--|--|--|--|--|--|
| Smad7   | -0.59 | 0.04 |  |  |  |  |  |  |
| Sdc2    | -0.59 | 0.12 |  |  |  |  |  |  |
| Mst1r   | -0.59 | 0.13 |  |  |  |  |  |  |
| Adrb2   | -0.59 | 0.11 |  |  |  |  |  |  |
| Pla2g4c | -0.59 | 0.10 |  |  |  |  |  |  |
| Trem2   | -0.58 | 0.03 |  |  |  |  |  |  |
| Pim3    | -0.58 | 0.11 |  |  |  |  |  |  |
| Nov     | -0.58 | 0.19 |  |  |  |  |  |  |
| Ca2     | -0.58 | 0.21 |  |  |  |  |  |  |
| Trpc6   | -0.58 | 0.15 |  |  |  |  |  |  |
| Oas2    | -0.58 | 0.06 |  |  |  |  |  |  |
| Bambi   | -0.57 | 0.10 |  |  |  |  |  |  |
| Gfap    | -0.57 | 0.16 |  |  |  |  |  |  |
| Ampd3   | -0.57 | 0.14 |  |  |  |  |  |  |
| Mfhas1  | -0.56 | 0.13 |  |  |  |  |  |  |
| Kcnj2   | -0.56 | 0.15 |  |  |  |  |  |  |
| Cdk5r1  | -0.56 | 0.14 |  |  |  |  |  |  |
| Sgk1    | -0.56 | 0.05 |  |  |  |  |  |  |
| Prnp    | -0.56 | 0.17 |  |  |  |  |  |  |
| Ifit3   | -0.56 | 0.16 |  |  |  |  |  |  |
| Pomc    | -0.56 | 0.18 |  |  |  |  |  |  |
| Rcn3    | -0.55 | 0.16 |  |  |  |  |  |  |
| Nfkbia  | -0.55 | 0.18 |  |  |  |  |  |  |
| Jag2    | -0.55 | 0.19 |  |  |  |  |  |  |
| Hid1    | -0.55 | 0.21 |  |  |  |  |  |  |
| Rnase4  | -0.54 | 0.18 |  |  |  |  |  |  |
| Cib2    | -0.54 | 0.20 |  |  |  |  |  |  |
| St3gal5 | -0.54 | 0.17 |  |  |  |  |  |  |
| Il17rb  | -0.54 | 0.17 |  |  |  |  |  |  |
| Lrig1   | -0.53 | 0.24 |  |  |  |  |  |  |
| Lcat    | -0.53 | 0.24 |  |  |  |  |  |  |
| Ccl9    | -0.53 | 0.22 |  |  |  |  |  |  |
| Atf4    | -0.53 | 0.00 |  |  |  |  |  |  |
| Acp5    | -0.52 | 0.25 |  |  |  |  |  |  |
| Alad    | -0.51 | 0.30 |  |  |  |  |  |  |
| Bhlhe40 | -0.50 | 0.12 |  |  |  |  |  |  |
| Optn    | 0.50  | 0.13 |  |  |  |  |  |  |
| Tnfaip2 | 0.52  | 0.25 |  |  |  |  |  |  |
| Lcn2    | 0.82  | 0.14 |  |  |  |  |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

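RNA-seq of sorted Lin-Sca-1+c-Kit+ HSPCs was available for 3 wildtype and 3 *Mirc11-/-* libraries, each from the RNA of 3 to 4 mice, and the genotype and replicate number of every library were taken from the submitters' labels and the paper's methods. The paper's text and methods give this gate, and the legend of Fig. 1 gives Lin-Sca1-cKit+. The supplementary methods name STAR for alignment, Cufflinks for FPKM and DE-seq for differential expression, all at default parameters, with the human build hg19, while the submitters' processing notes name STAR, Cufflinks and the mouse build mm10. The symbols are those of mouse genes, and the build was taken as mm10. Versions and the gene annotation are not given in the sources used here. The table that the authors deposited is named for FPKM, but its values are a signal per gene equal to the gene's read count divided by a size factor of the library, with 1 read worth close to 1. Of the values above 0, 100% in each library were whole multiples of this step within 0.001, and no value was divided by gene length. The planned design assumed FPKM, so the plan was kept as written, with limma on log2(value + 1), and count tests on the recovered reads were added as alternatives after the unit was found.

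The computations used R 4.3.3 with limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0 and fgsea 1.28.0. The table's 23999 entries hold 23997 symbols, and 2 symbols that a spreadsheet turned into dates stand on 2 entries each, which were summed. Genes with a mean normalized count of at least 1 over the 6 libraries were kept, 15662 in all. The genotypes were compared by limma with empirical Bayes moderation and a mean-variance trend, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Libraries were not scaled further, and the median log2 fold change of all genes was 0.00246. Gene lists were compiled from general knowledge, since the MSigDB Hallmark sets were not used here, and 28 of 30 had at least 3 measured members. The list of mitochondrially encoded transcripts had 0 and that of miR-146a targets 2 measured members, Traf6 and Irak1. Lists were tested by camera with a preset correlation of 0.01 and again with an estimated correlation, by fry, and by preranked GSEA with 10000 gene permutations. Reactome sets with 15 to 500 measured members, 682 in all, were tested by camera, after matching symbols to gene IDs for 99.4% of the genes. Matches of 7 or 8 nucleotides to the seeds of miR-23a, miR-27a, miR-24 and miR-146a were counted in the longest annotated 3′ UTR of each gene, which 86.6% of the genes tested had.

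Genes were named by a rule set in advance: the genes with the largest rises and falls past the threshold whose values did not overlap between the genotypes, filled up by smallest p, the first 10 genes of each part of Table S1 and the 3 it gives as higher, the targets and signal intermediates that the paper names, the 4 members of each list with the smallest p, and the genes of the *Mirc11* locus and sex gene lists. Some genes that the rule selects are not reported here. The values of Table S1 had been seen when the rule was written. Tfrc, Aqp1 and Nfe2, which are among the most abundant erythroid markers, Ly6a, and Mir3074-2, which overlaps Mir24-2, were added after their values were seen. Nos2, at 0 to 4.96 normalized counts, was under the minimum and not tested. Genes whose reads can be shared with near copies or overlapping genes, among them hemoglobin, histone and Hspa1 genes, Ccl3 with Ccl4 and Mir24-2 with Mir3074-2, are uncertain.

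The fits were tested on simulated counts with the means and dispersions of the real genes, in which some genes with a mean of at least 10 were changed. At 15618 genes, limma recovered 24 of 67 genes changed 1.5-fold (35.8%), 52 of 67 changed 2-fold (77.6%) and 58 of 66 changed 4-fold (87.9%). Of its 149 calls 15 were false (10.1%), more than the threshold of 0.05 aims at, and with no changed gene it made 0 calls. The adjustment is less strict with 149 calls than with the 5 calls of the real comparison. The recovered shares may therefore overstate what limma could recover there. A fold of 0.85 set on every member of the TNF/NF-κB list was called lower by camera, and 0 lists were called without a change, in genes simulated as independent of each other. Depth was 15029379 to 17051541 reads in genes per library. The alternatives were pseudocounts of 0.1 and 0.5, no filter and filters of 5 and 10, median-ratio and quantile normalization, limma without a trend and with array weights, the replicate number as a block, each library left out in turn, the highest entry per symbol, other list tests, lists without shared members, 8-nucleotide sites, edgeR, DESeq2 and the mean of the erythroid markers as a covariate. The filter of 10, both count tests and the covariate were chosen after seeing the data. The paper's IPA results were not recomputed, and its data on *Mir146a-/-* and double knockout mice were not analysed here.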

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

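The results in this part were picked after their values were seen, and so were the tests on chromosome 8, the test of the erythroid markers across *Mirc11-/-* libraries and the test of the TNF/NF-κB list per library. For the other tests of the TNF/NF-κB list the criterion was made stricter after the values were seen, because a p with a preset correlation leaves out how a list's members vary together between libraries.

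The TNF/NF-κB list was lower in *Mirc11-/-* HSPCs, and so were the immediate-early genes, with a median log2 fold change of -0.67 and per-library medians of -0.29, -0.01 and 0.32 in wildtype and -0.79, -0.55 and -0.61 in *Mirc11-/-* libraries. A candidate explanation is a response to cell handling that was stronger in the wildtype libraries: without the immediate-early genes the list had a camera p of 0.00101, but p = 0.322 with an estimated correlation, so part or all of the pattern stays open to it. Another is a larger share of erythroid-primed cells, and with the erythroid markers as a covariate 121 of the 188 members were lower, with a median of -0.09 (camera p = 0.00115, p = 0.458 with an estimated correlation). For loss of *Mirc11* itself, the list's mean per library gave an exact permutation p of 0.2, where 0.1 is the smallest possible. With 3 libraries per genotype these explanations cannot be told apart.

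Erythroid markers had a median log2 fold change of 0.85, with 32 of 32 above 0, and medians of 0.45, -0.08 and -0.33 in wildtype and 1.38, 1.32 and -0.14 in *Mirc11-/-* libraries. All 32 are also expressed in wildtype LSK cells, 0 stand on another list and 2 are in Table S1, Alad and Car2, the latter under the symbol Ca2, and the abundant Car2 was at 8995 ± 1280 normalized counts in wildtype and 13894 ± 3956 in *Mirc11-/-* libraries, Tfrc at 4605 ± 294 and 6483 ± 2283 and Aqp1 at 3102 ± 915 and 5731 ± 2824 (SD, n = 3 each, 0 of these 3 past the threshold by limma, and all 3 without *Mirc11-/-* library 3). Nfe2, another abundant marker, hardly moved, at 3169 ± 187 and 3224 ± 295 (SD, n = 3 each). Its log2 fold change was 0.02 (SE 0.09). Cells from outside the Sca-1+ gate, which the legend of Fig. 1 writes as Sca1-, may have been sorted with *Mirc11-/-* libraries 1 and 2, although ACK lysis and the Ter119 antibody remove mature erythroid cells: Ly6a, which encodes Sca-1, was at 480.8 in library 2, within the wildtype values from 444 up, and at 374 in library 1, below them, so the test goes both ways. For loss of *Mirc11*, the mean of the markers in *Mirc11-/-* library 3 was -0.12 relative to wildtype, within the wildtype libraries. A difference between the mice pooled for each library was not tested, and these explanations cannot be told apart.

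Without the deleted miRNA genes and the immediate-early genes, 9.09% of the genes within 15 Mb of *Mirc11* on chromosome 8 (26 of 286) had a p under 0.01, against 1.72% of all others (Fisher's exact test, two-sided p = 2.42e-11), with 9 higher and 17 lower in *Mirc11-/-* HSPCs. Within 1 Mb the share was 21.3% (13 of 61, Fisher's exact test p = 7.09e-11), from 1 to 15 Mb 5.78% (13 of 225, p = 3.07e-04 by the same test), on the rest of chromosome 8 1.55% (8 of 515, p = 0.740 by the same test), and the highest of 364 other windows of 30 Mb, on chromosome 1, had 4.52%. The share between 1 and 15 Mb argues against an effect of the deletion on its direct neighbours alone, while one that adds to another cause is left open by the 13 genes within 1 Mb. A linked segment from another strain, carried along with the targeted allele, is a candidate explanation that had the values it needs, as a hypothesis, since genes are not independent and no genotypes were analysed here. The paper gives C57BL/6J as the background of both of its knockout strains. Whether that holds close to *Mirc11* was not tested. An effect of the miRNAs on these genes stays open, and the seed sites do not decide it. Of the 26 genes 16 have a site, but so do 7514 of the 13566 genes with an annotated 3′ UTR. Release from the miRNAs would raise genes with a site, and 6 of the 16 were higher while the rest were lower.

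Replication-dependent histone genes, transcribed in S phase, had a median log2 fold change of -0.86 with 25 of 26 below 0 (adjusted p = 1.53e-05 by camera, 0.507 with an estimated correlation). Their medians were 0.59, 0.54 and -0.98 in wildtype and -1.25, -0.99 and -0.07 in *Mirc11-/-* libraries. Cell cycle genes had a median of 0.06 (adjusted p = 0.424 by camera). The libraries were selected for polyadenylated RNA, and what histone reads measure after that step was not tested. No conclusion about S phase is drawn from them. Lymphoid-primed progenitor markers had a median of -0.37, with medians of -0.12, 0.00 and 0.12 in wildtype and -0.58, -0.62 and 0.05 in *Mirc11-/-* libraries.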

How the results depend on the processing

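Values after a list's name are adjusted p values by camera unless another test is named, and the cause of a change was not tested except where fewer libraries or genes, or a covariate made of the list itself, give it. The TNF/NF-κB, interferon-α, interferon-γ, immediate-early and histone lists kept their direction and call under every filter, pseudocount, scaling, weighting, covariate, block and left-out library, and so did the IL-1β genes of Table S1. With an estimated correlation every called list lost its call, at 0.507 (0.669 for heat shock genes and 0.203 for the lists of Table S1). That holds for the list of the deleted locus as well, so a lost call in this test does not exclude a change. The shared 0.507 comes from the adjustment. Before it, the p with an estimated correlation ran from 0.0270 (deleted locus) to 0.326 (lymphoid-primed) among these lists. By fry the called lists, leaving out that of the deleted locus, were at 0.448 (TNF/NF-κB, IL-6, TNF receptor, Toll-like receptor, erythroid, neutrophil and mast cell lists), 0.252 (interferon-γ and immediate-early), 0.303 (interferon-α), 0.564 (heat shock), 0.535 (lymphoid-primed and megakaryocyte), 0.544 (histones and T and NK cells), 0.119 (MIRC11 targets) and 0.0640 (each list of Table S1), while monocyte markers and ribosomal genes turned, both at 0.988. By preranked GSEA, calls were lost for megakaryocyte markers (0.0890), T and NK cell markers (0.129), MIRC11 targets (0.168), and stem cell markers (0.607) and PI3K/Akt genes (0.782) turned. Without the immediate-early genes, the Table S1 genes of IL-6 were at 0.854 and those of TNF turned, at 0.577. Dendritic cell markers passed with pseudocounts of 0.1 (0.0452) and 0.5 (0.0496), no filter (0.0487), a filter of 5 (0.0164) or 10 (0.0426) and quantile normalization (0.0441). Endothelial markers turned with no filter (0.865), ribosomal genes with filters of 5 (0.979) and 10 (0.954) and with quantile normalization (0.00836), which also turned monocyte markers (0.952) and ended the call of heat shock genes (0.121). With the filter of 10, chosen after seeing the data, MIRC11 targets were at 0.0754. The filters of 5 and 10 left 795 and 590 genes higher and 691 and 516 lower by 0.5 or more on the log2 scale.

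Limma without the trend called 2 genes higher and 2 lower, and DESeq2, added after the unit was found, 37 and 85. Array weights, whose fit stopped with a warning that its tolerance could not be reached and which gave *Mirc11-/-* library 2 a weight of 23.9 against 0.254 to 1.83 for the others, called 2868 and 2809 genes. They left heat shock genes (0.291), MIRC11 targets (0.141), IL-6 genes of Table S1 (0.117), TNF genes of Table S1 (0.0591) without a call, brought one to myeloid progenitor markers (0.0201), and turned cell cycle genes (0.773), stem cell markers (0.275), monocyte markers (0.952) and Il10, to a log2 fold change of 0.10. With the replicate number as a block limma called 3 genes higher and 27 lower, and heat shock genes (0.0506), megakaryocyte markers (0.0522) and MIRC11 targets (0.0522) had no call. The labels and the paper do not tie the numbers to a day or litter. Same-numbered libraries had correlations of their deviations of 0.14, -0.20 and 0.20, and not every library correlated best with its own number. These few correlations do not settle whether the numbers pair the samples. With the block limma called Fos, Jun, Fosb, Zfp36, Rgs2, Klf6, Dusp1, Nfkbiz and Ccl3 lower over all genes (adjusted p from 0.00790 to 0.0453).

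With the mean of the erythroid markers as a covariate, chosen after seeing the data, calls were lost for IL-6/JAK/STAT3 (0.190), TNF receptor (0.368), Toll-like receptor (0.182), mast cell (0.857), megakaryocyte (0.118), neutrophil (0.265), MIRC11 target (0.155) lists, B cell (0.0178) and myeloid progenitor (1.18e-08) markers passed, and BMP/SMAD genes (0.193), cell cycle genes (2.49e-07), stem cell markers (7.50e-04), lymphoid-primed markers (0.750), monocyte markers (0.0103), PI3K/Akt genes (0.521), T and NK cell markers (0.750) turned. So did the erythroid markers (0.823), by construction, with Tfrc at -0.10 and Aqp1 at -0.14 on the log2 scale, and Il1b at -0.79 and Ly6a at 0.0739. Seed sites of the MIRC11 miRNAs passed with it, at a camera p of 0.0193. Reactome calls moved from 0 higher and 4 lower to 2 lower with a pseudocount of 0.1, 4 higher and 12 lower with array weights, 7 higher with the block, 0 lower with the filter of 10 or an estimated correlation and 2 higher and 171 lower with the covariate. The median correlation between libraries, 0.981, was 0.955 and 0.975 with pseudocounts of 0.1 and 0.5 and 0.985 with no filter.

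With each library left out in turn, genes called ran from 1 to 303 higher and 0 to 228 lower, and Reactome sets from 0 to 65 higher and 0 to 30 lower. The adjusted p ranged over the left-out libraries as follows: IL-6/JAK/STAT3 5.37e-04 to 0.184, TNF receptor 0.00242 to 0.252, Toll-like receptor 0.00508 to 0.261, heat shock 1.86e-04 to 0.773, MIRC11 targets 0.0177 to 0.165, lymphoid-primed 2.06e-07 to 0.0993, mast cell 1.28e-05 to 0.0629, megakaryocyte 0.00149 to 0.226, neutrophil 4.01e-05 to 0.0924, T and NK cell 1.12e-04 to 0.534, Table S1 IL-6 2.46e-05 to 0.0647, Table S1 TNF 7.14e-07 to 0.0647, all called with 6 libraries, and B cell 0.00588 to 0.853, BMP/SMAD 0.0325 to 0.918, cell cycle 8.54e-04 to 0.425, dendritic cell 0.00617 to 0.233, endothelial 0.537 to 0.984, stem cell 0.0152 to 0.622, monocyte 0.0353 to 0.984, myeloid progenitor 3.53e-06 to 0.802, PI3K/Akt 0.513 to 0.954, ribosomal 0.0853 to 0.967, none called with 6. Of the lists not called, B cell, cell cycle, endothelial, stem cell, monocyte, myeloid progenitor, PI3K/Akt and ribosomal lists turned in at least 1 of these. The p of the seed sites ran from 0.0212 to 0.537, the log2 fold change of Il1b from -0.36 to 0.84 and that of Xist from -3.88 to 2.54. Depth of 15029379 to 17051541 reads leaves genes such as Il6, Il10 and Fpr2 with few reads per library.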

Differences from the paper's values

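Table S1 gives log fold changes of genes named in this text, and 11 of them differ from the value here by sign or by more than its SE. With the other sign they were: for Mmp9 the paper's -1.56 and 1.64 here (SE 0.39; 1.36 to 2.07 under the alternatives), for Mmp8 the paper's -1.18 and 1.32 here (SE 0.40; 0.97 to 1.67 under the alternatives), for Ccr1 the paper's -0.85 and 2.12 here (SE 0.57; 1.36 to 3.52 under the alternatives), for Fpr2 the paper's -0.62 and 2.35 here (SE 0.56; 1.92 to 3.77 under the alternatives), for Sdc2 the paper's -0.59 and 1.44 here (SE 0.33; 1.15 to 1.66 under the alternatives), for Car2 the paper's -0.58 and 0.59 here (SE 0.21; 0.45 to 0.92 under the alternatives), for Alad the paper's -0.51 and 0.55 here (SE 0.21; 0.42 to 0.79 under the alternatives). With the same sign they were: for Tbc1d9 the paper's -0.53 and -3.51 here (SE 0.29; -3.87 to -3.31 under the alternatives), for Selp the paper's -0.94 and -1.20 here (SE 0.24; -1.50 to -1.00 under the alternatives), for Il18r1 the paper's -0.68 and -0.95 here (SE 0.24; -1.10 to -0.68 under the alternatives), for Pecam1 the paper's -0.73 and -0.60 here (SE 0.11; -0.76 to -0.53 under the alternatives). Of the alternatives set before the data were examined, 0 brought Mmp9, Mmp8, Ccr1, Fpr2, Sdc2, Car2, Alad or Tbc1d9 within the SE of the paper's value. For Selp, leaving out wildtype library 1 or 2 or *Mirc11-/-* library 1 and limma without the trend did, for Il18r1 leaving out wildtype library 3 or *Mirc11-/-* library 1 or 2, and for Pecam1 array weights, limma without the trend and leaving out wildtype library 1 or *Mirc11-/-* library 3, and the others did not. The erythroid markers as a covariate, chosen after seeing the values, brought Il18r1 to -0.72. DESeq2, also chosen after seeing the data, called Mmp9, Ccr1 and Sdc2 higher in *Mirc11-/-* HSPCs, Mmp9 with a log2 fold change of 1.57.

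Of the table's symbols 7 match no symbol of the deposited table and were left out of the tests and tallies. By RefSeq synonym, which can name another gene of a family, all 7 match a tested gene, and 4 of these had the other sign here, Car2 for Ca2 among them. Among exact symbols Table S1 gives 110 of its measured genes as lower in *Mirc11-/-* HSPCs, and 69 of these were lower and 41 higher here, while all 3 that it gives as higher were higher. Over its 113 measured genes, 52 values lay within 0.05 of the paper's, and the median distance was 0.00637 among the genes with the paper's sign, Tbc1d9 being far outside it. For the 41 with the other sign, the paper's values run from -1.56 to -0.51 and those here from 0.08 to 3.02. Across genes, which are not independent replicates, the paper's values and those here had a Pearson correlation of 0.31 and a Spearman correlation of 0.48. Fos, Jun, Egr1 and Zfp36 are among the genes with the same sign in both. Table S1 holds no gene that passed over all genes by limma except Tbc1d9, which lies 0.99 Mb from *Mirc11*. The paper's text states no threshold for differential expression. DESeq2 called 34 of the table's genes lower and 5 higher.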

Other observations

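Markers of other lineages in LSK cells moved apart, with lymphoid-primed markers lower and granulocyte, mast cell and megakaryocyte markers higher in *Mirc11-/-* HSPCs by camera. Of 22 lymphoid-primed progenitor markers 17 had a negative log2 fold change (median -0.37, adjusted p = 9.55e-04 by camera, 0.507 with an estimated correlation), and adjusted over the list alone 2 were lower, among them Wfdc17, at -0.91 (SE 0.18). Of 27 neutrophil markers 20 were positive (median 0.17, adjusted p = 0.00237 by camera, 0.507 with an estimated correlation), and adjusted over the list alone 2 were higher: Mmp9 and Fpr2, a formyl peptide receptor gene at 2.35 (SE 0.56) and few reads. Retnlg, another neutrophil gene, had 1.38 (SE 0.39). Of 24 mast cell, basophil and eosinophil markers 19 were positive (median 0.46, adjusted p = 0.00266 by camera, 0.507 with an estimated correlation), with Fcer1a, a chain of the IgE receptor, at 2.63 (SE 0.79; 1.74 without wildtype library 2) on few reads and the basophil protease gene Prss34, whose counts overlapped between the groups, at 1.82 (SE 0.66; 1.05 without *Mirc11-/-* library 1), and limma called 0 over the list alone (4 at an unadjusted p under 0.05), edgeR 0 and DESeq2 1. Of 27 megakaryocyte markers 21 were positive (median 0.17, adjusted p = 0.0259 by camera, 0.507 with an estimated correlation), with the GATA1 cofactor gene Zfpm1 higher over the list alone, at 0.45 (SE 0.10), and Selp lower. Of 32 erythroid markers 1 was higher over the list alone, the transcription factor gene Tal1 at 0.43 (SE 0.10), while the hemoglobin gene Hbb-bt had 1.60 (SE 0.59; 0.94 without *Mirc11-/-* library 1) with counts that overlapped, and the list had an adjusted p of 4.75e-10 by camera and 0.507 with an estimated correlation. The neutrophil list lost its call without *Mirc11-/-* library 2 (0.0924), the lymphoid-primed and mast cell lists without *Mirc11-/-* library 1 (0.0993 and 0.0629), and the megakaryocyte list without wildtype library 2 (0.226) or 3 (0.0729) or *Mirc11-/-* library 2 (0.0992) or 3 (0.0764). The erythroid markers as a covariate, chosen after seeing the data, also ended the neutrophil (0.265), mast cell (0.857) and megakaryocyte (0.118) calls. With that covariate the lymphoid-primed list turned (0.750).

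T and NK cell markers were lower (28 genes, median -0.31, adjusted p = 0.0284 by camera, 0.507 with an estimated correlation), without a call when wildtype library 3 (0.184) or *Mirc11-/-* library 1 (0.0589) or 2 (0.534) was left out. Heat shock genes were lower (20 genes, median -0.25, adjusted p = 0.0136 by camera, 0.669 with an estimated correlation), with Hspa1a, which shares reads with its near copy, at -0.96 (SE 0.21) lower over the list alone, and without a call when wildtype library 3 (0.143) or *Mirc11-/-* library 3 (0.773) was left out. The list of the *Mirc11* locus holds the deleted Mir23a, Mir27a and Mir24-2. The knockout thus fixes the outcome of its camera test at the preset correlation, which says nothing about the neighbours. Of the 7 neighbours measured, Mri1 was lower over all genes by limma with all libraries and the other 6 were not, while DESeq2 also called 1 of the 6 lower, the immediate-early gene Ier2 (adjusted p = 4.98e-04). Ier2 was also called lower by limma with a replicate block (0.00790), with array weights (4.18e-04) and without *Mirc11-/-* library 3. Dendritic cell markers were just short of the threshold (30 genes, median -0.23, adjusted p = 0.0506 by camera) and passed without wildtype library 2 (0.00617) or *Mirc11-/-* library 3 (0.0193). B cell markers (24 genes, median 0.23, adjusted p = 0.209 by camera), which passed without *Mirc11-/-* library 1 (0.00588) and turned without library 3 (0.853), and myeloid progenitor markers (30 genes, median -0.07, adjusted p = 0.209 by camera), which passed without *Mirc11-/-* library 1 (3.53e-06) and turned without library 3 (0.208), were not called. Hematopoietic stem cell markers (40 genes, median -0.05, adjusted p = 0.743 by camera, mean 0.01) were higher and past the threshold without *Mirc11-/-* library 1 and lower and past it without library 3, and they also turned without wildtype library 3. Calls gained when a library was left out were not tested with an estimated correlation. Without *Mirc11-/-* library 3 limma also called genes over all genes: Wfdc17, Pecam1, Apoe and Hspa1a lower (adjusted p = 0.0104, 0.00885, 0.0165 and 0.0452), and Tal1, Zfpm1, Prss34, Hbb-bt, Car2, Alad, Tfrc and Aqp1 higher (adjusted p from 0.00877 to 0.0292).

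PI3K/Akt signaling (39 genes, median -0.02, adjusted p = 0.900 by camera, mean 0.03) and BMP/SMAD signaling (32 genes, median -0.07, adjusted p = 0.209 by camera), which the paper names from earlier work on these mice, were not called, though BMP/SMAD passed without *Mirc11-/-* library 3 (0.0325) and PI3K/Akt turned without wildtype library 2 or 3 or *Mirc11-/-* library 2. Monocyte and macrophage markers (38 genes, median 0.00, adjusted p = 0.900 by camera) passed without *Mirc11-/-* library 3 (0.0353) and turned without wildtype library 1 or 3 or *Mirc11-/-* library 1, and Apoe was lower over the list alone, at -0.83 (SE 0.14). Cell cycle genes (60 genes, median 0.06, adjusted p = 0.424 by camera) passed without *Mirc11-/-* library 3 (8.54e-04) and turned without wildtype library 3 or *Mirc11-/-* library 1. Endothelial and stromal markers (26 genes, median -0.03, adjusted p = 0.900 by camera, mean 0.08, test direction higher) had Sdc2 higher, at 1.44 (SE 0.33), and Pecam1 lower, at -0.60 (SE 0.11), over the list alone, and the list turned without wildtype library 2 or *Mirc11-/-* library 2 or 3. Ribosomal protein genes (78 genes, median 0.01, adjusted p = 0.976 by camera, mean -0.00, test direction lower) were not called and turned without wildtype library 1 or 2 or *Mirc11-/-* library 1. Sex genes (6 genes, median 0.72, adjusted p = 0.221 by camera) varied between libraries: Xist, expressed from the inactive X chromosome, was at 19369, 14015 and 12.2 normalized counts in wildtype and 6144, 16.6 and 12911 in *Mirc11-/-* libraries 1, 2 and 3, while the Y-linked Kdm5d was at 127, 344 and 839 and at 570, 847 and 451. Of 682 Reactome sets camera called 0 higher and 4 lower, the lowest adjusted p being 0.0176, and with an estimated correlation 0, the lowest adjusted p being 0.999. Without wildtype library 1 it called 7 higher and 1 lower, without *Mirc11-/-* library 3 65 and 11, without wildtype library 3 30 lower, and without wildtype library 2 or *Mirc11-/-* library 1 or 2 0 lower.

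The 6 genes that the paper names as targets of MIRC11 were lower as a group (median -0.18, adjusted p = 0.0448 by camera, 0.507 with an estimated correlation), and 0 of them passed by limma over all genes or the list alone (1 at an unadjusted p under 0.05), by edgeR or by DESeq2. Cyld had a log2 fold change of -0.11 (SE 0.10; -0.17 without wildtype library 1, -0.04 without 3 and -0.06 without *Mirc11-/-* library 2), Cblb -0.20 (SE 0.11), Itch 0.09 (SE 0.08; 0.05 without wildtype library 1 or *Mirc11-/-* library 1), Tab1 -0.17 (SE 0.10; -0.25 without wildtype library 3) and Il10 -0.55 (SE 0.49; -0.28 without wildtype library 1, -0.84 without 2 and -0.25 without *Mirc11-/-* library 3). Tnfaip3, the member with an unadjusted p under 0.05, had the largest fall, -0.72 (SE 0.22), with counts that overlapped between the groups. The value of Tnfaip3 ran from -0.99 to -0.50 with each library left out in turn. The call of the list was lost without wildtype library 3 (0.119) or *Mirc11-/-* library 1 (0.0589), 2 (0.0790) or 3 (0.165). The hypothesis that loss of the miRNAs releases mRNAs with their sites was tested on 13566 genes with an annotated 3′ UTR: 7514 with a site of miR-23a, miR-27a or miR-24 had a median log2 fold change 0.02 above that of genes with none, with a camera p of 0.148 at the preset correlation, and 2898 with a site of miR-146a lay 0.02 above the rest (adjusted p = 0.310 by camera). Without wildtype library 3 the p for the MIRC11 miRNAs was 0.0212. The 990 genes with an 8-nucleotide miR-23a site lay 0.05 above the rest (adjusted p = 0.0289 by camera over 5 comparisons, p = 0.177 with an estimated correlation). A p that misses the threshold does not exclude release, and the criterion written for this test, which would have excluded it at a p of 0.05 or more, was too broad.

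The 6 libraries can be split 3 against 3 in 10 ways, too few for a share under 0.05, so the splits do not settle whether chance gives these results. The number of genes called by limma was 5 for the genotypes and at most 0 for the other splits, so that 1 of 10 reached it; this test was chosen after the result was seen. The number of lists called by camera was 17, that of the deleted locus included, with at most 18 for another split, and 3 of the 10 reached it. The number of Reactome sets was 4, with at most 267 for another split, and 7 of the 10 reached it, which points to a structure of the libraries other than genotype. The difference for seed sites was 0.02, with at most 0.05 for another split, and 5 of the 10 reached it. The first 2 principal components held 31.3% and 23.9% of the variance.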
